# P2Y6 receptor-mediated signaling amplifies TLR-induced pro-inflammatory responses in microglia

**DOI:** 10.3389/fimmu.2022.967951

**Published:** 2022-09-20

**Authors:** Raissa Timmerman, Ella A. Zuiderwijk-Sick, Jeffrey J. Bajramovic

**Keywords:** P2RY6, microglia, bone marrow-derived macrophages, TLR, heat shock proteins, neuroinflammation

## Abstract

TLR-induced signaling initiates inflammatory responses in cells of the innate immune system. These responses are amongst others characterized by the secretion of high levels of pro-inflammatory cytokines, which are tightly regulated and adapted to the microenvironment. Purinergic receptors are powerful modulators of TLR-induced responses, and we here characterized the effects of P2Y6 receptor (P2RY6)-mediated signaling on TLR responses of rhesus macaque primary bone marrow-derived macrophages (BMDM) and microglia, using the selective P2RY6 antagonist MRS2578. We demonstrate that P2RY6-mediated signaling enhances the levels of TLR-induced pro-inflammatory cytokines in microglia in particular. TLR1, 2, 4, 5 and 8-induced responses were all enhanced in microglia, whereas such effects were much less pronounced in BMDM from the same donors. Transcriptome analysis revealed that the overall contribution of P2RY6-mediated signaling to TLR-induced responses in microglia leads to an amplification of pro-inflammatory responses. Detailed target gene analysis predicts that P2RY6-mediated signaling regulates the expression of these genes *via* modulation of the activity of transcription factors NFAT, IRF and NF-κB. Interestingly, we found that the expression levels of heat shock proteins were strongly induced by inhibition of P2RY6-mediated signaling, both under homeostatic conditions as well as after TLR engagement. Together, our results shed new lights on the specific pro-inflammatory contribution of P2RY6-mediated signaling in neuroinflammation, which might open novel avenues to control brain inflammatory responses.

## Introduction

Toll-like receptors (TLR) comprise a family of pattern recognition receptors that are involved in pathogen recognition by innate immune cells in particular (1). For human and non-human primates, ten members of the TLR family have been described (2, 3). TLR activation initiates a cascade of intracellular signaling events that culminate amongst others in the activation of transcription factors nuclear factor (NF)-κB, activator protein (AP)-1 and interferon regulatory factors (IRFs), which in turn induce the expression of inflammatory soluble mediators such as the cytokines interleukin (IL)-1α, IL-6, IL-8, IL-12 and tumor necrosis factor (TNF)-α (4, 5). TLR-induced responses must be strictly regulated since uncontrolled activation can amongst others lead to chronic inflammation (6).

During inflammatory conditions, including TLR activation, extracellular levels of adenosine and other nucleotides, such as uridine diphosphate (UDP), rapidly rise (7, 8). These molecules can trigger autocrine or paracrine signaling through two families of purinergic receptors, P1 and P2 respectively, that are expressed by many types of immune cells including macrophages. The family of P1 receptors includes four subtypes of G protein-coupled adenosine receptors, whereas the family of P2 receptors includes seven subtypes of ATP-selective ligand-gated ion-conducting P2X receptors, and eight subtypes of G-protein-coupled P2Y receptors. Signaling by purinergic receptors can modulate the secretion of cytokines, migration, phagocytosis and apoptosis by the expressing cell (9, 10). It is therefore not surprising that purinergic signaling is involved in the pathophysiology of multiple disorders, such as the neurological diseases Alzheimer’s disease (AD), Parkinson’s disease (PD), Huntington’s disease, amyotrophic lateral sclerosis and multiple sclerosis (11–13). In this context, many studies have reported on the potential of purinergic receptor-mediated signaling to modulate TLR-induced responses in microglia, the resident macrophages of the brain (14–19). For example, in rodents, inhibition of P2Y6 receptor (P2RY6)-mediated signaling by deletion or antagonist approaches reduced lipopolysaccharide (LPS)-induced neuronal loss in the substantia nigra and the production of pro-inflammatory cytokines, respectively (16, 19).

The contribution of P2RY6-mediated signaling to the release of pro-inflammatory cytokines in microglia has been attributed to ERK1/2, calcium/NFAT, MAP kinases and NF-κB activation (16, 20, 21), but the exact mechanisms by which P2RY6-mediated signaling contributes to TLR-induced neuroinflammatory processes remain largely unknown. As studies emphasize the importance of P2RY6-mediated signaling in neuroinflammation, we choose to directly compare the effects of P2RY6-mediated signaling on TLR-induced immune responses in microglia to those in bone marrow-derived macrophages (BMDM). We isolated primary cells from rhesus macaques, outbred animals that are evolutionary close to humans (22, 23), and used the selective P2RY6 antagonist MRS2578 to demonstrate that P2RY6-mediated signaling broadly amplifies the production of TLR-induced pro-inflammatory cytokines in microglia, while such effects were much less pronounced in BMDM. Transcriptome analysis reveals the breadth of the pro-inflammatory contribution of P2RY6-mediated signaling to TLR-induced responses in microglia, and predicts that enhanced activation of the transcription factors NFAT, IRFs and NF-κB is a likely explanation for this. Interestingly, we also observed that P2RY6-mediated signaling strongly inhibits the mRNA expression levels of heat shock proteins (HSP), both under homeostatic conditions as well as after TLR engagement. As this phenomenon was observed both in BMDM as well as in microglia, it is probably not directly related to the P2RY6-mediated amplification of pro-inflammatory responses but may well be relevant when considering the therapeutical use of P2RY6 inhibitors.

## Materials and methods

### Reagents

P2RY6 antagonist N,N’’-1,4-Butanediylbis[N’-(3-isothiocyanatophenyl)thiourea (MRS2578) (Tocris Bioscience, Bristol, UK) was reconstituted in DMSO at a concentration of 50 mM. MRS2578 is a selective -yet not entirely specific- antagonist of P2Y6 nucleotide receptors with an IC50 value of 37 nM at human P2RY6. It displays insignificant activity at P2Y1, P2Y2, P2Y4 and P2Y11 receptors (IC50 > 10 μM). DMSO controls were included in all assays where MRS2578 was used. TLR agonists used were Pam3CSK4 (TLR1/2), LPS (TLR2/4), ultrapure LPS (TLR4), Flagellin (TLR5), and CL075 (TLR8; all In vivogen, San Diego, CA). Used concentrations of the TLR agonists can be found in the figure legends.

### Animals

Brain tissue and bone marrow were obtained from adult rhesus macaques (*Macaca mulatta*) of either sex without neurological disease that became available from the outbred breeding colony or from other studies (all studies were ethically reviewed and approved by the Ministry of Agriculture, Nature and Food Quality of the Netherlands). No animals were sacrificed for the exclusive purpose of the initiation of primary cell cultures. Better use of experimental animals contributes to the priority 3Rs program of the Biomedical Primate Research Centre. Individual identification data of the animals are listed in **Table 1**.

**Table 1:** Individual identification data of rhesus macaques.

Monkey ID nr.	Age (years)	Sex	Weight (kg)	Origin
R00043	21	F	11,6	India
R01085	21	F	6,7	India
R02008	19	M	14,2	India
R02046	19	F	11,2	India
R02060	18	F	8,2	India
R03098	17	F	7,3	India
R06050	15	F	10,9	India
R06054	15	F	7,0	India
R07110	13	M	10,7	India
R12016	9	M	8,1	India
R13169	8	M	15,0	India
R14143	6	F	4,8	India
R15009	6	M	10,0	India
R15143	6	M	6,6	India
R15150	6	M	9,2	India
R17023	5	M	8,0	India
R18015	3	M	4,9	India

### Primary cells isolation and cell culture

Rhesus macaque primary microglia were isolated as described previously (22, 23). In short, Frontal subcortical white matter samples were collected in primary microglia medium (PMM) comprised of 1:1 v/v DMEM (high glucose)/HAM F10 Nutrient mixture (Gibco, Thermo Fisher Scientific, Waltham, MA) supplemented with 10% v/v heat inactivated FBS (TICO Europe, Amstelveen, The Netherlands), 2 mM glutamax, 50 units/mL penicillin and 50 µg/mL streptomycin (all from Gibco). Microglia isolations were initiated from cubes of ~4.5 g tissue that were depleted of meninges and blood vessels manually. Tissue was chopped into cubes of less than 2 mm^2^ using gentleMACS™ C tubes (Miltenyi Biotec, Bergisch Gladbach, Germany) and incubated at 37°C for 20 min in PBS containing 0.25% (w/v) trypsin (Gibco) and 1 mg/mL bovine pancreatic DNase I (Sigma-Aldrich, Saint Louis, MO) and mixed every 5 min. The supernatant was discarded (no centrifugation), the pellet was washed in PMM and passed over a 100 μm nylon cell strainer (Falcon; Becton Dickinson Labware Europe) and centrifuged for 7 min at 524 g. The pellet was resuspended in 22% (vol/vol) Percoll (GE Healthcare Bio-Sciences AB, Uppsala, Sweden), 37 mM NaCl and 75% (vol/vol) myelin gradient buffer (5.6 mM NaH_2_PO_4_, 20 mM Na_2_HPO_4_, 137 mM NaCl, 5.3 mM KCl, 11 mM glucose, 3 mM BSA Fraction V (Sigma-Aldrich), pH 7.4). A layer of 100% myelin gradient buffer was added on top and centrifuged at 1561 g for 30 min (minimal brake). The pellet was washed in PMM and centrifuged for 7 min at 524 g. Cells were plated at a density of 6.5 * 10^4^ cells/cm^2^ in tissue-culture treated well plates (Corning Costar Europe, Badhoevedorp, the Netherlands) in PMM. After overnight incubation at 37°C in a humidified atmosphere containing 5% CO_2_, unattached cells and myelin debris were removed by washing with PBS twice and attached cells were cultured in fresh PMM supplemented with 20 ng/mL macrophage-colony stimulating factor (M-CSF; PeproTech, London, UK). Cells were kept in culture for 8 days without passaging. Half of the medium was replaced by fresh medium containing M-CSF every 3-4 days.

Rhesus macaque primary bone marrow-derived macrophages were isolated by flushing the bone marrow from the femur (~4 cm) with PBS, followed by passing the suspension over a 100 μm nylon cell strainer (Falcon) and density gradient centrifugation using Lymphoprep (Axis Shield PoC AS, Oslo, Norway) according to manufacturer’s protocol. Cells were plated at a density of 1.3 * 10^5^ cells/cm^2^ in tissue-culture treated well plates (Corning Costar Europe) in RPMI 1640 (Gibco) supplemented with 10% v/v heat inactivated FBS (Tico), 2 mM glutamax, 50 units/ml penicillin, 50 μg/ml streptomycin (all Gibco) and 20 ng/ml M-CSF (Peprotech). Half of the medium was replaced by fresh medium containing M-CSF at day 4. Cells were kept in culture for 8 days without passaging.

### Knockdown of P2RY6 in primary microglia

Transfection of siRNAs in adult rhesus macaque primary microglia was performed using the Glial-Mag kit (OZ Biosciences, San Diego, CA) as described by Carrillo-Jimenez and colleagues (24), with a few modifications. The described method here refer to a 24-well plate format. For one well, 72 nM siRNA (Horizon Discovery, Waterbeach, UK) was added to a microcentrifuge tube (for siP2RY6, 18 nM of each siRNA was used). 100 µl DMEM (Gibco) without supplements was added to the tube with siRNA and mixed by vortexing. The contents of this tube were added to a new microcentrifuge tube containing 0.6 µl Glial-Mag (OZ Biosciences) and mixed gently by pipetting up and down five times. The mixture was incubated for 20 min at room temperature. 100 µl culture medium was removed from the well to assure a final volume of 400 µl. 100 µl siRNA + Glial-Mag mixture was added drop by drop to the well. Subsequently, 5 µl Glial-Boost (100x) (OZ Biosciences) was added to the well. To ensure even distribution, the culture plate was moved back and forward a few times. The culture plate was placed on top of the magnetic plate (provided by the Glial-Mag kit) inside the cell incubator for 30 min. The magnetic plate was removed, and the culture plate was placed in the incubator for 3 more hours at 37°C. After 3 h incubation, culture medium was replaced for fresh PMM medium containing 20 ng/mL M-CSF. Stimulation experiments with 10 µg/mL uLPS were performed 24 h after the medium change. The different siRNAs used for this study were siGLO Green Transfection Indicator (#D-001630-01-05), ON-TARGETplus Non-targeting Pool (D#001810-10-05) and 4x Custom ON-TARGETplus P2RY6 siRNA specifically designed for rhesus macaques (all from Horizon Discovery). All siRNAs were reconstituted in 1x siRNA Buffer (Horizon Discovery). The sequences of the different siRNAs are provided in **Table 2**.

**Table 2:** Sequences of the different small interfering RNAs (siRNAs).

siRNA	Sequence
siRNA non-targeting (1)	UGGUUUACAUGUCGACUAA
siRNA non-targeting (2)	UGGUUUACAUGUUGUGUGA
siRNA non-targeting (3)	UGGUUUACAUGUUUUCUGA
siRNA non-targeting (4)	UGGUUUACAUGUUUUCCUA
siP2RY6 (1)	UUACGCUGGAUGCCUGUGGUU
siP2RY6 (2)	UUUGGCUGUGAGUUUCUGUUU
siP2RY6 (3)	AGUCGCUUGAAGUUCUCGCUU
siP2RY6 (4)	UAGCGCUGGAAGCUGAUGCUU

### RNA isolation and quantitative RT-PCR

Total cellular RNA was isolated using the RNeasy minikit (Qiagen GmbH, Hilden, Germany) according to manufacturer’s protocol. Subsequently, mRNA was reverse transcribed into cDNA using the RevertAid First Strand cDNA synthesis kit according to the manufacturer’s protocol (Fermentas; Thermo Fisher Scientific). RT-PCRs were performed on the CFX96™ Real-time PCR detection system (Bio-rad Laboratories, Hercules, CA) using primer (Invitrogen; Thermo Fisher Scientific) and probe (human Exiqon probe library, Roche, Woerden, The Netherlands) combinations listed in **Table 3**, and iTaq Universal Probes Supermix (Bio-rad Laboratories). Relative gene expression was standardized to ACTB using the Pfafll method (25).

**Table 3:** Overview of primer/probe combinations used for RT-PCR.

Gene name	Forward primer (5’-3’)	Reverse primer (5’-3’)	Probe
ACTB	GCCCAGCACGATGAAGAT	CGCCGATCCACACAGAGTA	AGGAGGAG
CRYAB	ATGGCAAACATGAAGAGCGC	GTAATGGTGAGAGGGTCCACA	TCTCCAGG
DNAJA4	TTTCAGATCCAAAGAAAAGGGATATTT	ATGTCCATGGGTGAAGAGAAGCTG	GCTGCCTG
DNAJB1	CATCGAAGTGAAGAAGGGGTG	AACAAAGACGATATCAGCTGGAA	GGAAGGAG
HSP90AA1	CATGAAGACTCACAAAATCGGAAG	TTTCCTTCATTCTGGTGCAGT	CTGCCTCT
HSPA5	TCCGGTCTACTATGAAGCCC	AATTCGAGTCGAGCCACCAA	CTTCCAGC
HSPB1	CGGACGAGCTAACGGTTAAG	GTGAAGCACCGGGAGATGTAG	CTCCACCA
HSPD1	GTTGGTCTTCAGGTTGTGGC	CTCCAAACACTGCACCACCA	CCTGGAGC
HSPH1	CTCACAGTCTCCCCCTTCAC	GGCAGCTCGACATTCACCA	GGAGGCTG
IL-1α	AATAACCTGGAGGCCATCG	GCTAAAAGGTGCCGACCTG	CAGAGGAA
IL-6	ACAAAAGTCCTGATCCAGTTCC	GTCATGTCCTGCAGCCACT	CAGCAGGC
IL-8	TCTGTGTAAACATGACTTCCAAGC	CACTCCTTGGCAAAACTGC	CAGAGGAA
IL-12p40	CCACATTCCTACTTCTCCCTGA	ACCGTGGCTGAGGTCTTGT	TCCAGGTC
P2RY6	AGCTGTCTTTGCTGCCACA	GGGCTGAGGTCATAGCAAAC	GCTGGATG
TNF-α	AAGCCTGTAGCCCATGTTGT	GCTGGTTATCTGTCAGCTCCA	CCAGGAGG

### Cytokine analysis

Old world monkey sandwich ELISA kits for IL-6, IL-8, IL-12p40 and TNF-α, (U-CyTech, Utrecht, The Netherlands) were used for quantification of the cytokines in cell culture supernatants according to manufacturer’s instructions. Cytokine levels were analyzed using the ELx800™ Absorbance Microplate Reader (Biotek, Winooski, VT).

### Next generation RNA sequencing

The NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA) was used to prepare and process the total RNA samples. Briefly, mRNA was isolated from total RNA using oligo(dT) magnetic beads. After fragmentation of the mRNA, cDNA synthesis was performed followed by ligation of sequencing adapters and PCR amplification. The quality and yield after sample preparation were measured with a fragment analyzer (Agilent Technologies, Amstelveen, The Netherlands). Clustering and sequencing using the Illumina NovaSeq 6000 was performed according to manufacturer’s protocols. Prior to alignment, the reads were trimmed for adapter sequences using fastp v0.20 (26), using default parameters. The *Macaca mulatta* genomic reference (Mmul_10) was used for alignment of the reads for each sample. The reads were mapped to the reference sequence using a short-read aligner based on Burrows-Wheeler Transform (STAR2 v2.5.4) with default settings. SAMtools v1.10 package (http://htslib.org/, RRID : SCR_002105) was used to sort and index the BAM files. Based on the mapped locations in the alignment file the frequency of how often a read was mapped on a transcript was determined with HTSeq v0.11.0 (https://htseq.readthedocs.io/en/release_0.11.1/, RRID : SCR_005514). Only unique reads that fall within exon regions were counted. The counts were saved to count files, which were served as input for downstream RNA sequencing analysis.

### Cell viability assay

To assess the cytotoxicity of MRS2578 on primary bone marrow-derived macrophages and microglia, cell viability was investigated using the live/dead viability/cytotoxicity kit (Thermo Fisher Scientific). In short, cells were rinsed twice with PBS. Subsequently, 2 µM of calcein AM and 4 µM of ethidium homodimer-1 (both part of the live/dead assay kit) in PBS were added to each well and incubated for 45 min at room temperature protected from light. Samples were rinsed with PBS and the nuclei were stained by incubation with 1 µM Hoechst 33342 (Thermo Fisher Scientific) in PBS for 10 min at room temperature. Samples were rinsed with PBS and fixed with 2% paraformaldehyde in PBS (Affymetrix, Santa Clara, CA) for 30 min at room temperature. Samples were rinsed twice with PBS and live and dead cells were visualized using a Leica DMI6000 fluorescence microscope and LASX software.

### TUNEL assay

To label fragmented DNA of apoptotic cells, the DeadEnd Fluorometric TUNEL System kit (Promega, Madison, WI) was used according to the manufacturer’s protocol. Briefly, cells grown on coverslips were fixed in 2% paraformaldehyde solution in PBS for 30 min at room temperature, rinsed twice with PBS and then treated with 0.2% Triton X-100 in PBS for 5 min at room temperature. To generate positive controls, the samples were incubated in DNase I buffer (40 mM Tris-HCl (pH 7.9), 10 mM NaCl, 6 mM MgCl_2_ and 10 mM CaCl_2_) for 5 min and treated with DNase I (± 6 units/mL; Qiagen GmbH) in DNase I buffer for 10 min. After two washes with PBS, samples were incubated in equilibration buffer (part of the TUNEL assay kit) for 10 min at room temperature. The reaction mix was prepared according to manufacturer’s protocol. Staining was carried out for 1 h at 37°C in a humidified chamber protected from light. The reaction was arrested by triple incubation in 2x SSC (part of the TUNEL assay kit) for 5 min. Samples were rinsed twice with PBS and mounted using ProLong™ Diamond Antifade + DAPI (Thermo Fisher Scientific). Images were acquired using a Leica DMI6000 fluorescence microscope and LASX software.

### Bioinformatics

BiomaRt Bioconductor Package (https://bioconductor.org/packages/release/bioc/html/biomaRt.html, RRID : SCR_019214) was used to annotate the genes and to generate a gene symbol list (27, 28). The accession number for the RNA-sequencing data from cultured primary microglia from rhesus macaques exposed to 10 µg/mL uLPS in the presence or absence of 5 µM P2RY6 antagonist MRS2578 reported in this paper is GSE195866. Data were inspected using principal component analysis and heatmaps generated with heatmap.2 of Bioconductor package gplots. Differential gene expression analysis was performed with Bioconductor package EdgeR (https://bioconductor.org/packages/release/bioc/html/edgeR.html, RRID : SCR_012802) (29). The Molecular Signatures Database (MsigDB, http://software.broadinstitute.org/gsea/msigdb/index.jsp, RRID : SCR_016863) was used to perform gene ontology analysis, canonical pathway analysis and transcription factor target analysis (30, 31).

### Statistics

GraphPad Prism 9.2.0 (GraphPad Software, San Diego, CA) was used for statistical analysis. Statistical details of experiments can be found in the figure legends.

## Results

### Microglia are particularly sensitive to P2RY6-mediated amplification of the production of TLR-induced pro-inflammatory cytokines

It has been reported that P2RY6-mediated signaling modulates LPS (TLR2/4)-induced cytokine responses in resident macrophages (16, 32), but studies that compare modulation of such responses in different subpopulations of macrophages are lacking. We therefore analyzed the involvement of P2RY6-mediated signaling on pro-inflammatory cytokine production as induced by a broad range of TLR agonists in primary BMDM and microglia from rhesus macaques. Engagement of TLR1/2 (by Pam_3_CSK_4_), TLR2/4 (by LPS), TLR4 (by ultrapure (u)LPS), TLR5 (by Flagellin), and TLR8 (by CL075) potently induced IL-6, IL-8 and IL-12p40 production in both cell types (**Figures 1A, B**), while exposure to TLR1/2 agonist induced the production of TNF-α in microglia only. Exposure of BMDM to the selective P2RY6 antagonist MRS2578 inhibited the production of TLR8-induced IL-6 and TLR5-induced IL-12p40, whereas TLR2/4-induced IL-8 was enhanced (**Figure 1A**). By comparison, exposure of microglia to MRS2578 had much more potent effects and reduced the TLR1/2-, TLR4- and TLR8-induced production of IL-6, the TLR1/2-, TLR2/4-, TLR5- and TLR8-induced production of IL-8, the TLR1/2-, TLR2/4-, TLR4-, TLR5- and TLR8-induced production of IL-12p40, and the TLR5- and TLR8-induced production of TNF-α (**Figure 1B**). Mean log fold changes of **Figures 1A, B** are presented in **Table S1**. Of note, we intended to analyze IL-1α production as well, but this was not possible since commercial ELISA reagents are not available for non-human primates. Inhibition of TLR-induced cytokine responses could not be attributed to MRS2578-associated cytotoxicity. Exposure to up to 5 µM MRS2578 did not affect the numbers of viable cells, neither for BMDM nor for microglia (**Figure S1**). Only when cells were exposed to concentrations as high as 25 µM MRS2578, decreases in cell viability were observed. We next questioned whether the differential sensitivity to P2RY6-mediated signaling between BMDM and microglia could be attributed to different P2RY6 mRNA expression levels, but these were comparable between BMDM and microglia (**Figure S2**).

**Figure 1:**
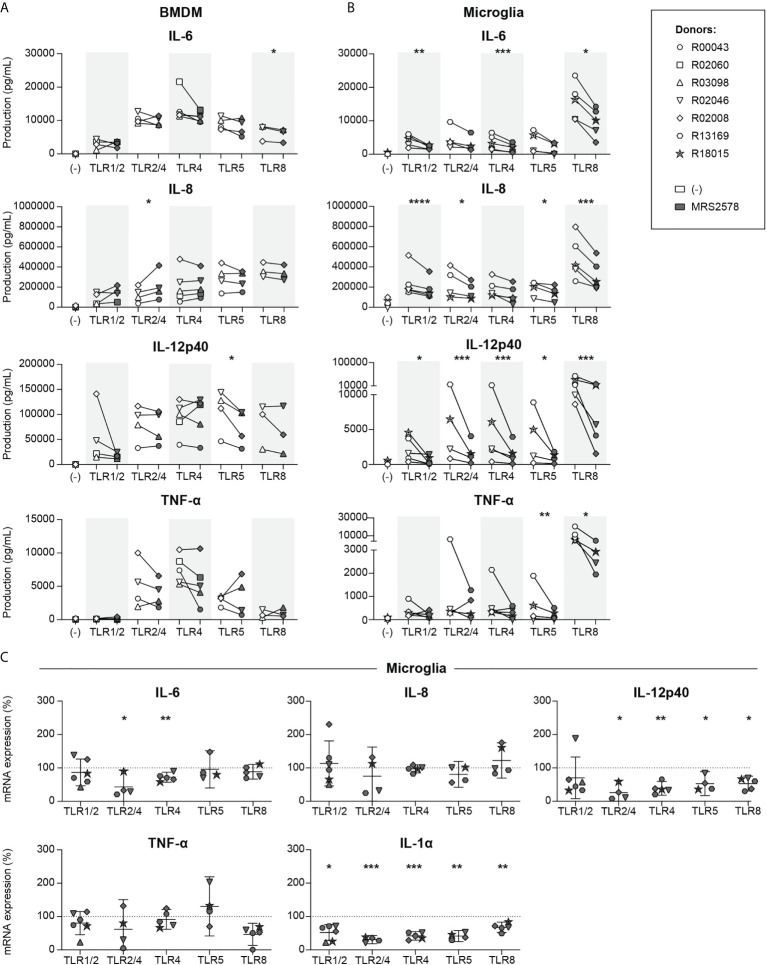
P2RY6-mediated signaling is broadly involved in microglia TLR-induced pro-inflammatory cytokine production and mRNA expression. Primary bone marrow-derived macrophages (BMDMs) and microglia from rhesus macaques were exposed for 16 h to different TLR ligands in the absence (white symbols) or presence (grey symbols) of 1 h pre-incubation of 5 µM P2RY6 antagonist MRS2578. TLR ligands used were 1 µg/mL PAM_3_CSK_4_ (TLR1/2), 10 ng/mL LPS (TLR 2/4), 10 ng/mL ultrapure LPS (TLR4), 100 ng/mL Flagellin (TLR5) or 1 µg/mL CL075 (TLR8). IL-6, IL-8, IL-12p40 and TNF-α production levels of **(A)** BMDM and **(B)** microglia are shown in pg/mL. Symbols represent different donors. n=3-5, paired t-test on log-transformed data, *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001. **(C)** Microglia mRNA expression levels of pro-inflammatory cytokines in the presence of 5 µM MRS2578 are expressed relative to mRNA expression after exposure to each TLR ligand alone (dotted line = 100%). Symbols represent different donors. Horizontal lines indicate mean values with 95% confidence intervals. n=4-6, paired t-test on log-transformed data, *p < 0.05, **p < 0.01, ***p < 0.005.

To investigate whether the reduced production levels of TLR-induced pro-inflammatory cytokines in microglia in the presence of P2RY6 antagonist were correlated to reduced mRNA expression levels we used a real-time PCR approach. Engagement of different TLRs potently induced the mRNA expression levels of IL-6, IL-8, IL-12p40, TNF-α and IL-1α (**Table S2**), and exposure to P2RY6 antagonist significantly reduced the mRNA expression levels of TLR2/4- and TLR4-induced IL-6 (**Figure 1C**). In addition, TLR2/4-, TLR4-, TLR5- and TLR8-induced IL-12p40 and TLR1/2-, TLR2/4-, TLR4-, TLR5- and TLR8-induced IL-1α mRNA expression levels were also significantly reduced in the presence of P2RY6 antagonist. Although we observed some minor discrepancies between production (ELISA) and mRNA expression (RT-PCR) levels, the overall data clearly demonstrate that P2RY6-mediated signaling broadly affects TLR-induced pro-inflammatory cytokine production and mRNA expression levels, in microglia in particular.

To further characterize the effects of P2RY6-mediated signaling on TLR-induced responses, we continued with the robust and specific TLR4 agonist uLPS. Microglia were stimulated with uLPS in the presence of escalating concentrations of MRS2578. Exposure to uLPS strongly induced the production of IL-6, IL-8, IL-12p40 and TNF-α (**Table S3**), whereas exposure to MRS2578 inhibited the uLPS-induced production of IL-6 and IL-12p40 in a dose-dependent manner (**Figure 2A**). This was confirmed at the transcription level. IL-6, IL-8, IL-12p40, TNF-α and IL-1α mRNA expression levels were strongly induced after uLPS exposure (**Figure S3**), and in the presence of MRS2578, uLPS-induced mRNA gene expression levels of IL-6, IL-12p40 and IL-1α were dose-dependently inhibited (**Figure 2B**).

**Figure 2:**
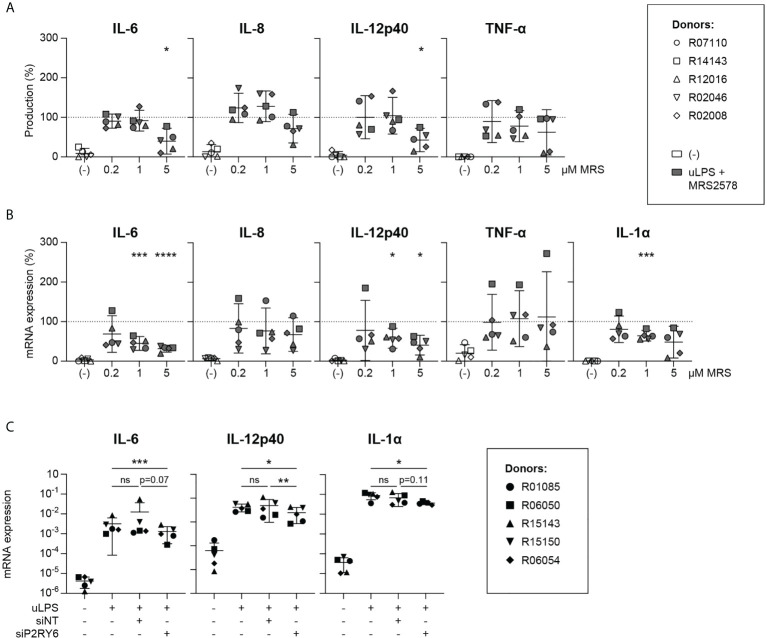
uLPS-induced IL-6, IL-12p40 and IL-1α expression levels are dependent on P2RY6-mediated signaling. Primary microglia from rhesus macaques were exposed for 16 h to 10 µg/mL uLPS (TLR4) with or without 1 h pre-incubation of 0.2, 1 or 5 µM P2RY6 antagonist MRS2578. The effects of P2RY6 antagonist on uLPS-induced IL-6, IL-8, IL-12p40, TNF-α and IL-1α were analyzed. Graphs show the effects of P2RY6-mediated signaling on TLR4-induced **(A)** cytokine production and **(B)** mRNA expression levels. Levels of all graphs are expressed relative to levels after exposure to uLPS alone (dotted line =100%). Symbols represent different donors. Horizontal lines indicate mean values with 95% confidence intervals. n=5, paired t-test on log-transformed data, *p < 0.05, ***p < 0.005, ****p < 0.001. **(C)** Effects of P2RY6 knockdown (siP2RY6) on uLPS-induced IL-6, IL-12p40 and IL-1α mRNA expression levels. siNT = transfection with non-targeting control siRNA. Symbols represent different donors. n=5, one-way ANOVA on log-transformed data, ns, not statistically significant. *p < 0.05, **p < 0.01, ***p < 0.005.

To confirm that our results were attributable to the selective inhibition of P2RY6-mediated signaling, we silenced the expression of P2RY6 in microglia with P2RY6-targeting siRNAs and analyzed IL-6, IL-12p40 and IL-1α mRNA expression levels after exposure to uLPS. P2RY6 knockdown decreased P2RY6 mRNA expression by ± 15-fold as confirmed by RT-PCR (**Figure S4**, **Table S4**). In comparison to untransfected microglia or to microglia that were transfected with non-targeting control siRNAs, uLPS-induced IL-12p40 mRNA levels in microglia transfected with P2RY6-targeting siRNAs were significantly inhibited (**Figure 2C**, **Table S4**). In addition, TLR4-induced IL-1α and IL-6 mRNA levels were also reduced, although not significantly. Mean log fold change mRNA expression values of **Figure 2C** are presented in **Table S5**.

### RNA transcriptome analysis reveals that P2RY6-mediated signaling broadly amplifies uLPS-induced pro-inflammatory responses

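Microglia are the resident macrophages of the brain, and MRS2578 is an antagonist of P2RY6, a receptor for extracellular UDP. Primary microglia from 4 adult rhesus macaques, the males R07110 and R12016 and the females R02046 and R14143, were exposed for 16 h to 10 µg/mL uLPS, with or without 1 h of pre-incubation with 5 µM MRS2578. This gave 8 RNA libraries, 1 for each donor and condition. The paper's methods give 20 ng/mL M-CSF for the cultures and the sample labels give 10 ng/mL. Poly(A) RNA was made into directional libraries and sequenced on an Illumina NovaSeq. The authors trimmed the reads with fastp, aligned them to the macaque genome Mmul_10 with STAR and counted with HTSeq the uniquely mapped reads within exons. They deposited the number of reads per Ensembl gene for 35432 genes, without normalization. With uLPS, the total count was 32790348 for R07110, 16883385 for R12016, 9231109 for R02046 and 20087996 for R14143. With uLPS and MRS2578, it was 23700040, 15468163, 13921223 and 17410386 in the same order of donors. Here, the counts were normalized by edgeR's TMM method, and each gene was tested with edgeR's quasi-likelihood test with the donor as a block and Benjamini-Hochberg adjustment. The test covered the 12131 genes that passed edgeR's default filter on low counts.

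For donor R02046, the sample labels and Table S6 of the paper differ. Table S6 lists the CPM of 302 genes in 8 columns, and each column was proportional to the counts of exactly 1 library. The coefficient of variation of the ratio of count to CPM was at most 1.42e-06 for that library, over 254 to 279 genes with more than 5 CPM, against at least 0.361 for the next library. In 6 columns, donor and condition were those of the sample label. In the other 2 columns, which are those of R02046, the uLPS values were the counts labelled uLPS and MRS2578, and the reverse. The sample labels and Table S6 do not themselves state which assignment holds. Values are given first with the deposited labels, next with the R02046 libraries as in Table S6, and then over the 3 donors whose labels and Table S6 columns give the same conditions. The last of these was set before the data were examined as a fit that leaves out 1 donor, and the Table S6 assignment was added afterwards. Exchanging the libraries of R02046 turns the sign of each of its differences between conditions.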

To get a broader overview of the P2RY6-mediated effects, we compared the RNA transcriptomes of microglia exposed to the TLR4 agonist uLPS in the presence of MRS2578 to those exposed to uLPS only. Of note, for this analysis we selected four donors that were also used in the previous section (**Figure 2**). 

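The 8 transcriptomes were compared over 12131 genes as log2 CPM with a prior count of 2. The Spearman correlation between the libraries of one donor was 0.987 for R07110, 0.973 for R12016, 0.986 for R02046 and 0.985 for R14143. Its mean was 0.983 within donors, 0.963 between a uLPS library and the MRS2578 libraries of other donors, and 0.964 between donors within a condition. Of the 24 ways of matching each MRS2578 library to one uLPS library, the matching by donor gave the highest mean (exact permutation test, one-sided, p = 0.0417, the smallest that 4 donors allow). The correlation of R12016 was below the highest value between donors, 0.977. Principal component 1 held 34.7% of the variance and principal component 2 held 22.3%. Without a filter on low counts, which moved these values most, the means were 0.953 within donors and 0.945 between donors, with the same p, and the components held 30.3% and 20.4%. Exchanging the R02046 libraries leaves the correlations within donors as they are.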

Principal component analysis and heatmap analysis show that the transcriptomes from individual donors cluster together, rather than samples that were exposed to similar stimulation conditions (**Figures 3A, B**). Such large donor-donor variability is not uncommon when working with samples derived from outbred individuals (22). Nevertheless, differential gene expression analysis demonstrates that 302 gene products were expressed at significantly different levels when cells were exposed to P2RY6 antagonist (FDR < 0.05; **Table S6**). 

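With the deposited labels, 0 of 12131 genes had an adjusted p under 0.05, and 624 had an unadjusted p under 0.05. The smallest adjusted p was 0.878. When the R02046 libraries were taken as in Table S6, 75 genes had an adjusted p under 0.05, of which 12 were raised and 63 lowered by MRS2578, and 74 of these are in Table S6. Over the 3 donors without R02046, 0 of 12295 genes passed, with 1670 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0653. Among the alternatives set before the data were examined, edgeR's likelihood ratio test moved the count with the deposited labels most, to 5 genes, 1 of them in Table S6. The same test gave 616 genes with the Table S6 assignment, and leaving out the donor R14143 gave 918. With that assignment, 0 genes passed without R07110, 5 without R12016 and 0 with no replicate block. Of the 302 genes of Table S6, 292 passed the filter on low counts, and each of these had the direction of Table S6 under both assignments. Those genes were selected by the paper on these libraries.
Genes were singled out where the adjusted p was under 0.05, the mean CPM at least 1 in each condition and the direction the same in all 4 donors. No gene met this with the deposited labels and 65 did with the Table S6 assignment. The largest rises among them were those of RRAD, ATP6V0D2, IGF1, CCND1 and GMPPB, and the largest falls those of LAD1, CLEC4E, TNFAIP6, LGR4 and ISLR. In the R02046 libraries labelled uLPS and MRS2578, the counts were 2 and 20 for CLEC4E, 14 and 52 for TNFAIP6, 6 and 11 for LGR4 and 8 and 68 for ISLR. The direction of these falls in R02046 thus rests on few reads. RRAD (chromosome 20, 54097485 to 54101894 of Mmul_10) had a log2 fold change of 5.37 (SE 0.65, adjusted p = 0.0326) with the Table S6 assignment and 3.77 (SE 2.09, adjusted p = 0.878) with the deposited labels. LAD1 (chromosome 1, 58801946 to 58820386) had log2 fold changes of -2.18 (SE 0.30, adjusted p = 0.0351) and -1.55 (SE 0.81, adjusted p = 0.878) in the same order.

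**Figure D1:**
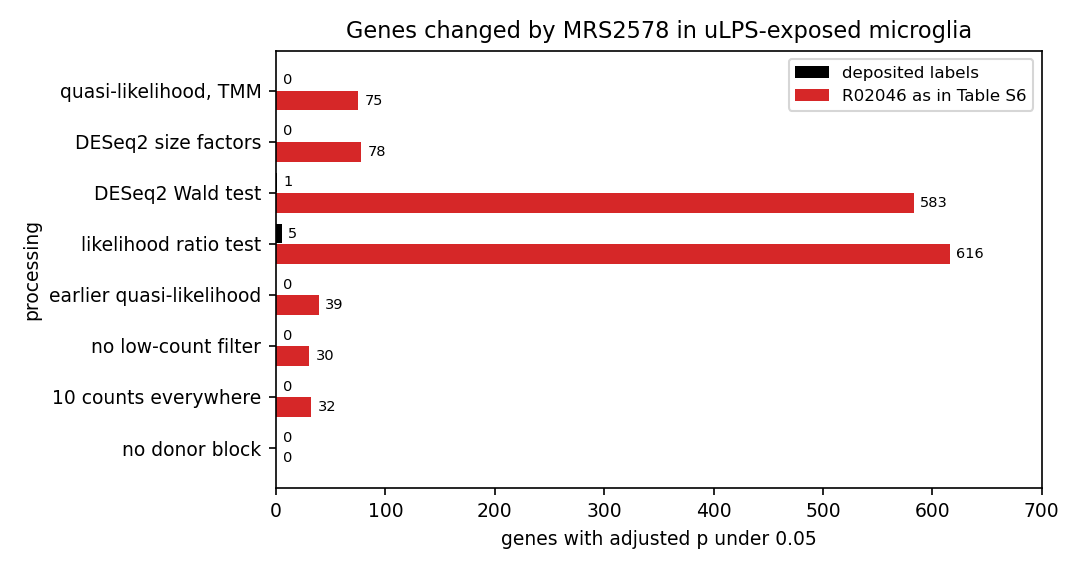
Number of genes with an adjusted p under 0.05 (x axis, genes) under 8 ways of processing the counts (y axis). Black bars use the deposited labels and range from 0 to 5 genes, and red bars have the R02046 libraries as in Table S6 and range from 0 to 616 genes.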

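Table S7 lists the genes of Table S6 that the paper assigns to each biological process. Of its 93 genes for immune response, 88 were tested here, with a median log2 fold change of -0.46 with the deposited labels. Of these, 82 were lowered and 6 raised in the presence of MRS2578, and 0 had an adjusted p under 0.05. The median was -0.68 with the R02046 libraries as in Table S6, and 26 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test. In each of the donors R07110, R12016 and R14143, 81 of the 88 genes were lower and 6 were higher with MRS2578. For defense response, 72 of 76 genes were tested, of which 66 were lowered and 6 raised under both assignments. For response to cytokine, 52 of 55 were tested, of which 47 were lowered and 5 raised. The median log2 fold changes of these groups were -0.46 and -0.43 with the deposited labels and -0.67 and -0.65 with the Table S6 assignment. These genes entered Table S7 because they differed in these libraries, so their directions are not independent evidence. Among all 12131 genes, 36.8% changed in one direction in R07110, R12016 and R14143, where chance gives 25% if the donors are unrelated. Across genes, the differences of R07110 and R12016 correlated at 0.64, and those of R14143 with them at 0.04 and -0.01. The share therefore cannot tell agreement of all 3 donors from agreement of R07110 and R12016 alone. The enrichment itself rests on a gene set database that is not used here.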

Gene ontology analysis showed that the differentially expressed genes (DEG) are associated with biological processes such as immune response (93 genes), defense response (76 genes) and response to cytokine (55 genes; **Figure 3C**). It should be noted that only the top 10 biological processes are presented and that genes can be associated with multiple biological processes. The DEG associated with each biological process can be found in **Table S7**. Indeed, transcripts encoding for cytokine IL-1β (not significant) and the chemokines CCL5 and CXCL16 (both significant) were decreased when P2RY6-mediated signaling was inhibited (**Figure 3D**). 

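Positions are those of the NCBI annotation of Mmul_10, matched by gene symbol, and CPM values are means ± SD over the 4 donors with the deposited labels. IL1B (ENSMMUG00000061716; chromosome 13, 16005461 to 16011323) was at 11966 ± 4782 CPM with uLPS and 9351 ± 5066 CPM with uLPS and MRS2578. CCL5 (ENSMMUG00000054796; chromosome 16, 32220376 to 32229833) was at 1616 ± 1021 CPM with uLPS and 1056 ± 381 CPM with uLPS and MRS2578. CXCL16 (ENSMMUG00000004891; chromosome 16, 4558297 to 4565692) was at 320.4 ± 142 CPM with uLPS and 245 ± 54.7 CPM with uLPS and MRS2578. The log2 fold change with the deposited labels was -0.44 (SE 0.38, adjusted p = 0.901) for IL1B, -0.51 (SE 0.24, adjusted p = 0.878) for CCL5 and -0.32 (SE 0.26, adjusted p = 0.901) for CXCL16. With the R02046 libraries as in Table S6, it was -0.70 (SE 0.25, adjusted p = 0.221) for IL1B, -0.71 (SE 0.12, adjusted p = 0.0526) for CCL5 and -0.68 (SE 0.11, adjusted p = 0.0444) for CXCL16. Without R02046, the adjusted p was 0.405, 0.141 and 0.161, from log2 fold changes of -0.76, -0.81 and -0.66. All 3 transcripts were lower with MRS2578 in R07110, R12016 and R14143. In R02046, as labelled, they were higher by 0.52, 0.40 and 0.73 on the log2 scale.

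**Figure D2:**
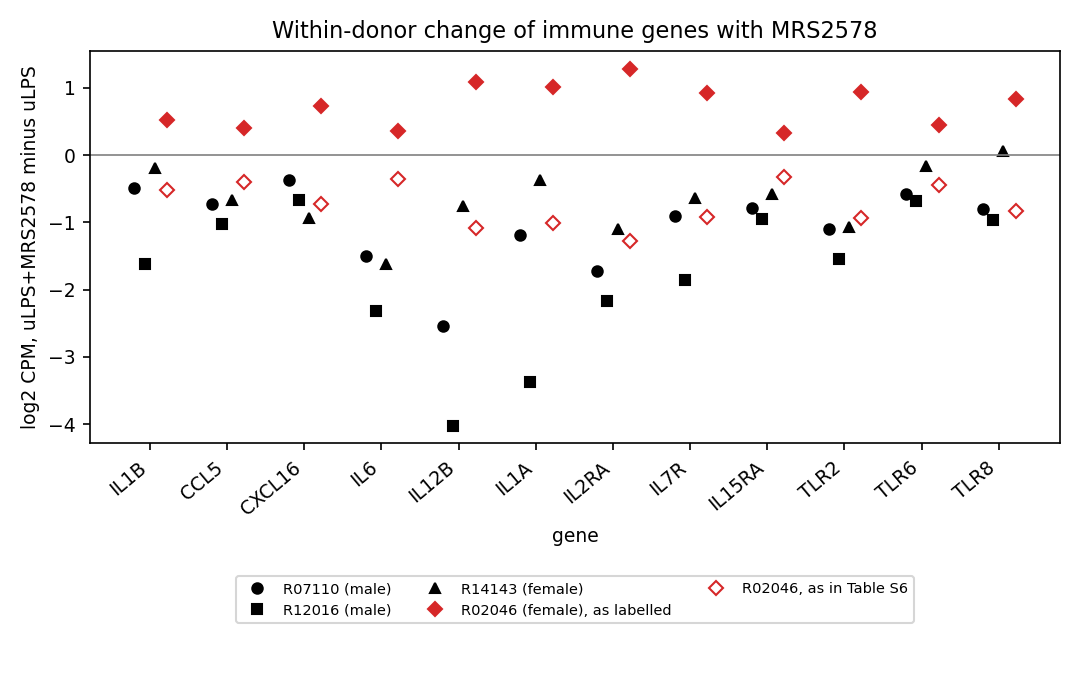
Difference in log2 CPM between uLPS with MRS2578 and uLPS alone (y axis) for 12 immune genes (x axis), 1 symbol for each donor. Black symbols are the 3 donors whose labels and Table S6 columns give the same conditions, and R02046 is drawn in red, filled as labelled and open as in Table S6. Apart from TLR8 in R14143, at 0.06, the black symbols lie below 0.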

Importantly, transcriptome analysis confirmed the downregulation of IL-6, IL-12p40 and IL-1α mRNA expression levels in the presence of P2RY6 antagonist. In addition to cytokine and chemokine transcripts, we observed that IL-2, IL-7 and IL-15 receptor transcripts were also decreased in the presence of P2RY6 antagonist. Furthermore, TLR6 (not significant), TLR2 and TLR8 (both significant) expression levels were also markedly reduced. These data demonstrate the broad pro-inflammatory contribution of P2RY6-mediated signaling to uLPS-induced responses.

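IL6 (ENSMMUG00000019983; chromosome 3, 92381581 to 92386259 of Mmul_10) was at 305 ± 185 CPM with uLPS and 102 ± 27.3 CPM with uLPS and MRS2578 (SD, n = 4 donors, deposited labels). Its log2 fold change in edgeR's quasi-likelihood test was -1.31 (SE 0.40, adjusted p = 0.878). It was -1.47 (SE 0.27, adjusted p = 0.0599) with the R02046 libraries as in Table S6, and without R02046 -1.82 (SE 0.18, adjusted p = 0.120). The differences within donors were -1.50 in R07110, -2.32 in R12016 and -1.62 in R14143. The difference in R02046 was 0.36 as labelled. IL12B (ENSMMUG00000021701; chromosome 6, 156734270 to 156749918), which encodes IL-12p40, was at 114 ± 139 CPM with uLPS and 37.1 ± 34.6 CPM with uLPS and MRS2578. The SD exceeded the mean with uLPS, and the donors differed from -4.02 in R12016 to 1.08 in R02046 as labelled. The log2 fold change of IL12B was -1.57 (SE 0.83, adjusted p = 0.878) with the deposited labels and -2.05 (SE 0.51, adjusted p = 0.109) with the Table S6 assignment. IL1A (ENSMMUG00000052787; chromosome 13, 15948769 to 15959827) was at 2111 ± 918 CPM with uLPS and 1439 ± 1072 CPM with uLPS and MRS2578. Its log2 fold change was -0.93 (SE 0.67, adjusted p = 0.892) with the deposited labels and -1.43 (SE 0.43, adjusted p = 0.164) with the Table S6 assignment. The differences of IL1A within donors ranged from -3.37 in R12016 to 1.01 in R02046 as labelled. None of these adjusted p values was under 0.05.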

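IL2RA (ENSMMUG00000015151; chromosome 9, 7192508 to 7242421 of Mmul_10) was at 170.0 ± 75.9 CPM with uLPS and 98.6 ± 69.8 CPM with uLPS and MRS2578 (SD, n = 4 donors, deposited labels), a log2 fold change of -1.01 (SE 0.54, adjusted p = 0.878) in edgeR's quasi-likelihood test. As in Table S6, it was at 198 ± 46.0 and 70.2 ± 30.8 CPM, a log2 fold change of -1.57 (SE 0.17, adjusted p = 0.0271). Over the other 3 donors the adjusted p was 0.124, with a log2 fold change of -1.67. IL7R (ENSMMUG00000001676; chromosome 6, 35634225 to 35656839) had a log2 fold change of -0.64 (SE 0.41, adjusted p = 0.881) with the deposited labels and -1.08 (SE 0.19, adjusted p = 0.0526) with the Table S6 assignment. IL15RA (ENSMMUG00000015149; chromosome 9, 7117792 to 7152250), which lies near IL2RA on the same strand, had log2 fold changes of -0.51 (SE 0.21, adjusted p = 0.878) and -0.67 (SE 0.12, adjusted p = 0.0526) in the same order. The 3 receptor transcripts were lower with MRS2578 in R07110, R12016 and R14143 and, as labelled, higher in R02046, by 1.28 for IL2RA, 0.93 for IL7R and 0.33 for IL15RA on the log2 scale.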

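TLR2 (ENSMMUG00000015847; chromosome 5, 151322435 to 151347090 of Mmul_10) was at 287 ± 176 CPM with uLPS and 146 ± 22.8 CPM with uLPS and MRS2578 (SD, n = 4 donors, deposited labels). Its log2 fold change in edgeR's quasi-likelihood test was -0.74 (SE 0.39, adjusted p = 0.878) with the deposited labels, -1.17 (SE 0.11, adjusted p = 0.0248) with the R02046 libraries as in Table S6 and -1.24 (SE 0.13, adjusted p = 0.121) without R02046. TLR6 (ENSMMUG00000002418; chromosome 5, 37964499 to 37994060) was at 106 ± 29.5 CPM with uLPS and 87.2 ± 11.0 CPM with uLPS and MRS2578. Its log2 fold change was -0.25 (SE 0.19, adjusted p = 0.899) with the deposited labels and -0.46 (SE 0.10, adjusted p = 0.0968) with the Table S6 assignment. TLR8 (ENSMMUG00000014255; chromosome X, 12563581 to 12566701) was at 147 ± 52.7 CPM with uLPS and 124 ± 35.4 CPM with uLPS and MRS2578. Its log2 fold change was -0.23 (SE 0.29, adjusted p = 0.931) with the deposited labels and -0.64 (SE 0.16, adjusted p = 0.122) with the Table S6 assignment. The log2 fold change of TLR8 was 0.03 when R12016 was left out of the fit with the deposited labels. Without R02046, the adjusted p was 0.235 for TLR6 and 0.324 for TLR8.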

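Lists of genes fixed before the data were examined, though after Table S6 had been read, were tested with limma's camera at an inter-gene correlation of 0.01, as 7 lists in 1 family. With the deposited labels, the median log2 fold change of 23 pro-inflammatory cytokine and chemokine genes was -0.51, with 21 genes lowered and 2 raised (adjusted p = 2.07e-09). With a donor left out, this median was -0.22 without R12016, -0.52 without R07110, -0.64 without R14143 and -0.77 without R02046, with an adjusted p of at most 1.26e-06. That of 16 NF-kB feedback and subunit genes was -0.28, with all 16 lowered (adjusted p = 8.76e-04), and it was -0.12 without R12016, with 12 lowered (adjusted p = 0.339), -0.22 without R07110, -0.25 without R14143 and -0.44 without R02046. The 9 Toll-like receptor genes had a median of -0.21, with 7 lowered (adjusted p = 0.0829). With a donor left out, the median of these receptors was 0.0361 without R12016, with 5 raised and 4 lowered (adjusted p = 0.465), -0.0261 without R07110 (0.619), -0.25 without R14143 (0.0262) and -0.38 without R02046 (0.00272). The medians of these 3 lists were -0.68, -0.46 and -0.36 with the R02046 libraries as in Table S6, with camera adjusted p of 1.55e-08, 1.08e-08 and 0.00151. None of these calls held under limma's fry, where the adjusted p for the cytokine list was 0.502 with the deposited labels, 0.0975 with the Table S6 assignment and 0.175 without R02046. None held under camera with an estimated correlation either. Of the 25 genes that the paper names, 0 had an adjusted p under 0.05 with the deposited labels, both over all genes and adjusted over the list alone. Under the Table S6 assignment, 3 passed over all genes and 23 adjusted over the list alone. Without R02046, 0 passed over all genes and 21 adjusted over the list alone. The paper chose that list on these samples, so the counts over the list alone are not independent evidence. From lower transcripts of cytokines, chemokines, cytokine receptors and Toll-like receptors in cells exposed to the antagonist, the paper concludes that P2RY6-mediated signaling contributes broadly to the pro-inflammatory response to uLPS.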

**Figure 3:**
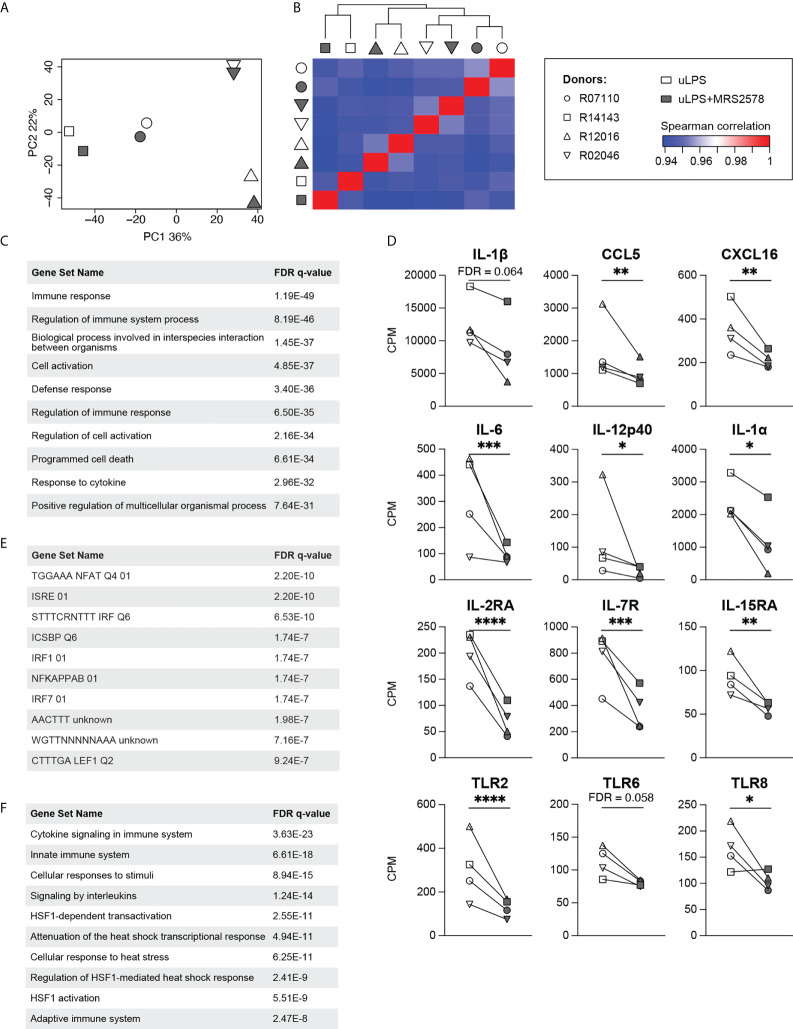
Effects of P2RY6-mediated signaling on the transcriptomes of uLPS-exposed primary microglia. **(A)** Principal component analysis and **(B)** Spearman correlation heatmap of the transcriptomes of primary microglia from four adult rhesus macaques exposed to 10 µg/mL uLPS (TLR4), with (grey symbols) or without (white symbols) 1 h pre-incubation with 5 µM P2RY6 antagonist MRS2578. n=4, symbols represent different donors. **(C)** Biological processes associated with the 302 differentially expressed genes were analyzed using the molecular signatures database (MSigDB). FDR = false discovery rate. **(D)** Gene expression levels (CPM) of several genes associated with immune responses. Microglia were exposed to uLPS, with (grey symbols) or without (white symbols) 1 h pre-incubation with MRS2578. n=4, EdgeR false discovery rates (FDR) are used to display statistical differences, *FDR < **FDR < 0.01, ***FDR < 0.005, ****FDR < 0.001. **(E)** Transcription factor target analysis of the downregulated genes in the presence of P2RY6 antagonist analyzed using MSigDB. FDR = false discovery rate. **(F)** Canonical pathways associated with the 302 differentially expressed genes were analyzed using MSigDB. FDR = false discovery rate.

In order to gain insight into the molecular underpinnings of the P2RY6-mediated effects on uLPS-induced responses, we analyzed which transcription factor targets were shared between the downregulated genes. This analysis identifies NFAT, IRFs and NF-κB, as potential modulated targets by P2RY6-mediated signaling (**Figure 3E**). 

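Table S8 lists the lowered genes of Table S6 that share a transcription factor target set. All 39 genes of its NFAT set were tested here, with a median log2 fold change of -0.48 with the deposited labels, -0.76 with the R02046 libraries as in Table S6 and -0.82 without R02046. None had an adjusted p under 0.05 in edgeR's quasi-likelihood test with the deposited labels, and 5 did with the Table S6 assignment. The sets named for IRF1, IRF7, ICSBP (IRF8), the interferon-stimulated response element and the common IRF motif held 13, 13, 13, 16 and 14 genes, with medians from -0.49 to -0.41 with the deposited labels. With the Table S6 assignment, these medians lay between -0.67 and -0.64. The 13 genes of the NF-κB set had medians of -0.46 and -0.66 under the deposited labels and the Table S6 assignment, with 0 and 4 genes at an adjusted p under 0.05. Every gene in these sets was lower with MRS2578 in R07110, R12016 and R14143. The sets were drawn from genes already called lower in these libraries, so this direction follows from how they were chosen.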

Of note, only the top 10 transcription factor targets are presented. The downregulated genes associated with the transcription factor targets listed in **Figure 3E** can be found in **Table S8**. The possible involvement of NF-κB is in line with the notion that the promoter regions of IL-1α, IL-6 and IL-12p40 all share binding sites for NF-κB (33–35). Finally, we performed a canonical pathway analysis of the 302 DEG using the Reactome Pathway Database. 

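In Table S9, the Reactome set for cytokine signaling in the immune system holds 42 genes of Table S6, and 39 of these were tested here. As labelled, 33 were lowered and 6 raised by MRS2578, with a median log2 fold change of -0.43. The sets for heat stress and heat shock transcription factor 1 together hold 13 genes, each of them raised under both assignments. Their median log2 fold change was 1.28 with the deposited labels, 2.02 with the R02046 libraries as in Table S6 and 2.30 without R02046. In 12 of the 13 genes, the transcript was higher with MRS2578 in each of R07110, R12016 and R14143. None of the 13 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with the deposited labels, and 1 did with the Table S6 assignment. A list of 23 heat shock genes fixed before the data were examined had a median of 0.66 with the deposited labels, with all 23 raised (camera adjusted p = 8.30e-11, fry adjusted p = 0.502). With a donor left out, it was 0.40 without R12016, 0.47 without R07110, 0.87 without R14143 and 0.92 without R02046. With the Table S6 assignment, the median was 0.76 (camera adjusted p = 6.58e-13, fry adjusted p = 0.0975). Of the 26 genes of that list as written, 15 are in Table S6.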

Besides cytokine and interleukin signaling pathways (42 genes), we unexpectedly observed that multiple heat shock transcription factor 1 (HSF1)-mediated pathways (12 genes) were present in this list (**Figure 3F**). Again, only the top 10 pathways are presented. The DEG associated with the top 10 pathways are displayed in **Table S9**.

### Inhibition of P2RY6-mediated signaling induces the expression of heat shock protein genes

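The heat shock protein genes CRYAB, DNAJA4, DNAJB1, HSP90AA1, HSPA5, HSPB1, HSPD1 and HSPH1 had positive log2 fold changes with the deposited labels, from 0.88 for HSP90AA1 to 2.62 for DNAJA4. With the R02046 libraries as in Table S6, they lay between 1.13 for HSP90AA1 and 3.73 for DNAJA4. The adjusted p from edgeR's quasi-likelihood test ranged from 0.878 to 0.901 with the deposited labels, from 0.0629 to 0.154 with the Table S6 assignment and from 0.189 to 0.270 without R02046. DNAJB1 (ENSMMUG00000017906; chromosome 19, 14137691 to 14153719 of Mmul_10) was at 152 ± 82.6 CPM with uLPS and 727 ± 696 CPM with uLPS and MRS2578 (SD, n = 4 donors, deposited labels), a log2 fold change of 1.75 (SE 0.87). With the Table S6 assignment, DNAJB1 was at 118 ± 13.9 and 761 ± 659 CPM, a log2 fold change of 2.20 (SE 0.54). HSPB1 (ENSMMUG00000056744; chromosome 3, 44915073 to 44916786) was at 91.8 ± 71.0 CPM with uLPS and 770.5 ± 868 CPM with uLPS and MRS2578, a log2 fold change of 2.11 (SE 1.35). The SD of HSPB1 with MRS2578 exceeded its mean, because the donors differed. Its log2 difference was 4.37 in R07110, 4.71 in R12016, 0.51 in R14143 and -1.85 in R02046 as labelled. CRYAB was the only one of the 8 genes that was not higher in R14143, at -0.07.

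**Figure D3:**
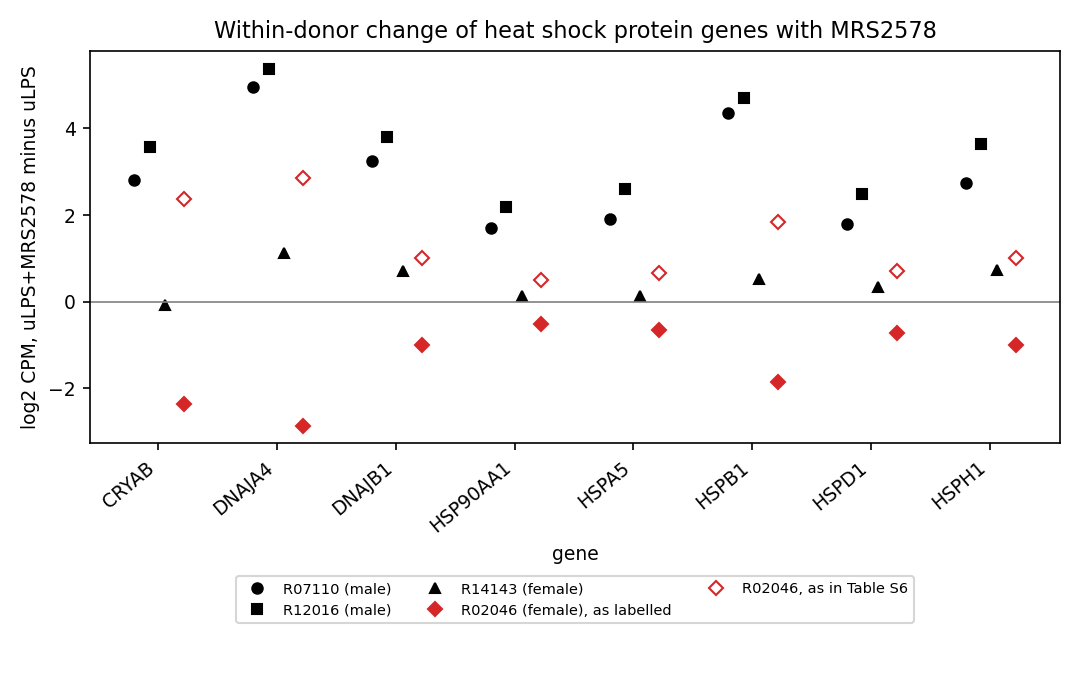
Difference in log2 CPM between uLPS with MRS2578 and uLPS alone (y axis) for 8 heat shock protein genes (x axis), 1 symbol for each donor. Black symbols are the 3 donors whose labels and Table S6 columns give the same conditions, with both males above R14143 in each gene. R02046 is drawn in red, filled as labelled and open as in Table S6.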

To our surprise, transcriptome analysis revealed that inhibition of P2RY6-mediated signaling in uLPS-exposed microglia led to a strong induction of the expression levels of multiple heat shock protein (HSP) genes, including CRYAB, DNAJA4, DNAJB1, HSP90AA1, HSPA5, HSPB1, HSPD1 and HSPH1 (**Figure 4A**). Interestingly, RT-PCR analysis showed that these genes were also upregulated in microglia exposed to P2RY6 antagonist alone (**Figure 4B**), suggesting a role for homeostatic P2RY6-mediated signaling in microglia. 

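Table S6 lists 81 raised genes, 77 of them with a symbol. Of these 77, 69 were tested here, and all 69 had positive log2 fold changes under both assignments. The median was 0.87 with the deposited labels, 1.15 with the R02046 libraries as in Table S6 and 1.31 without R02046. In R07110, R12016 and R14143, 65 of the 69 were higher with MRS2578. None had an adjusted p under 0.05 in edgeR's quasi-likelihood test with the deposited labels, and 11 did with the Table S6 assignment. HSPA8 (ENSMMUG00000004696; chromosome 14, 116034417 to 116039055 of Mmul_10), which encodes a constitutive chaperone, had a log2 fold change of 0.56 (SE 0.22, adjusted p = 0.878) with the deposited labels and 0.63 (SE 0.15, adjusted p = 0.106) with the Table S6 assignment. A list of 24 unfolded protein response genes fixed before the data were examined had a median log2 fold change of 0.13 with the deposited labels, with 18 raised and 6 lowered (camera adjusted p = 0.174, and 0.00283 without R02046). The median was 0.28 under the Table S6 assignment (camera adjusted p = 2.77e-04, fry adjusted p = 0.254), and when R12016 was left out with the deposited labels it was -0.01.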

We performed a gene set enrichment analysis of the upregulated genes in uLPS-exposed microglia in the presence of P2RY6 antagonist and found that these genes were associated with biological processes such as protein folding, response to topologically incorrect protein and chaperone mediated protein folding, (**Figure 4C**), which are all well described biological processes linked to HSP functions. The upregulation of HSP might indicate that the absence of P2RY6-mediated signaling results in cellular stress, as is also suggested by the DEG associated with programmed cell death in the presence of P2RY6 antagonist (**Figure 3C**). 

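Of the 77 genes that Table S7 lists for programmed cell death, 73 were tested here. With the deposited labels, 56 were lowered and 17 raised by MRS2578, with a median log2 fold change of -0.37, and 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Under the Table S6 assignment, 56 were again lowered and 17 raised, with a median of -0.60, and 17 had an adjusted p under 0.05. In R07110, R12016 and R14143, 56 were lower and 14 were higher in each donor.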

To analyze this in more detail, we performed TUNEL assays and observed that exposure to MRS2578 did not induce apoptosis in microglia (**Figure S5**). Even in combination with exposure to uLPS, the percentage of apoptotic microglia remained very low (<0.4%).

**Figure 4:**
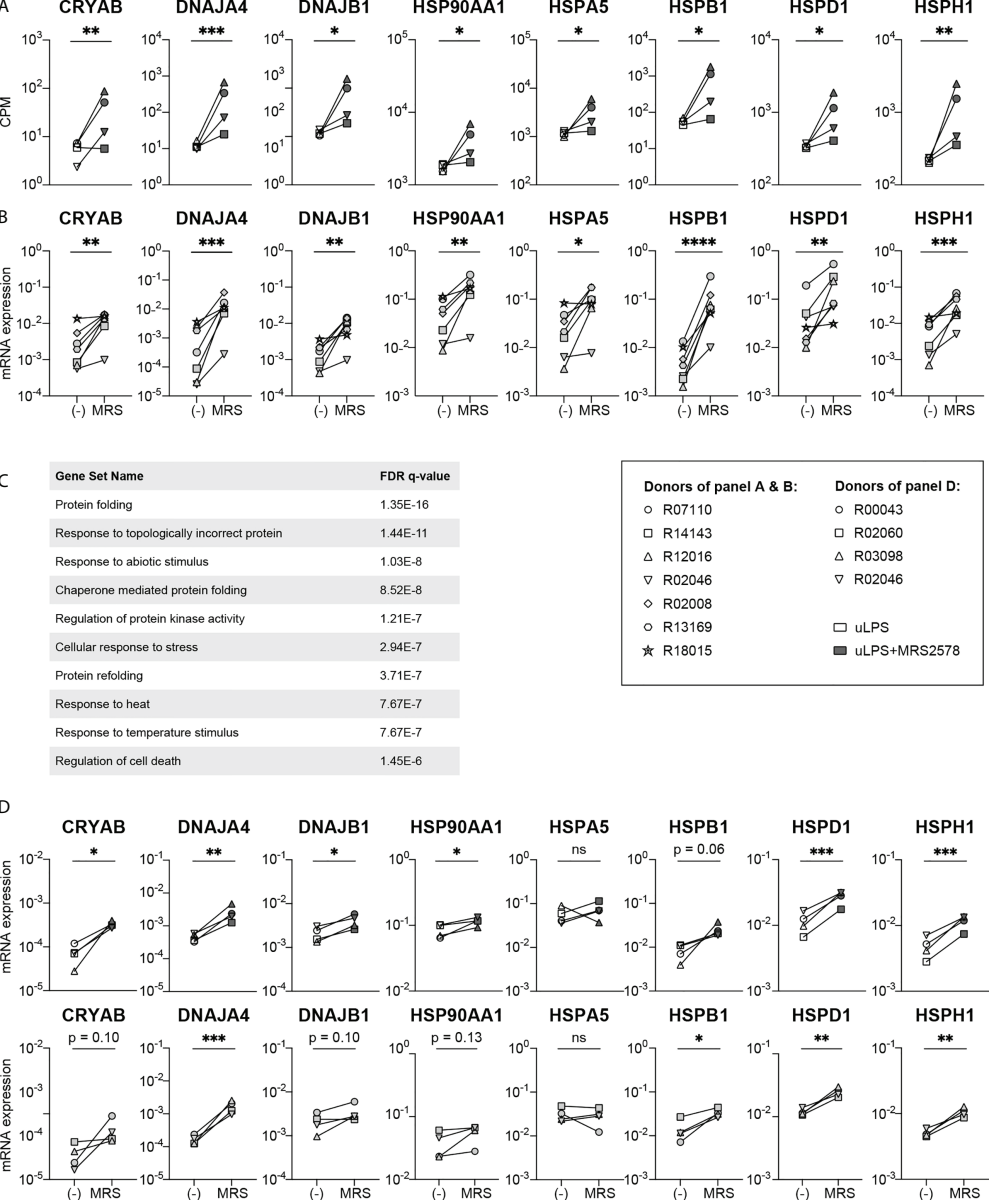
Exposure to P2RY6 antagonist MRS2578 induces the expression of heat shock protein genes. **(A)** Gene expression levels (CPM) of heat shock protein genes in microglia exposed to uLPS (TLR4), with (grey symbols) or without (white symbols) 1 h pre-incubation with MRS2578. n=4, EdgeR false discovery rates (FDR) are used to display statistical differences, * FDR < 0.05 ** FDR < 0.01 *** FDR < 0.005. **(B)** mRNA expression levels measured by RT-PCR of heat shock protein genes in homeostatic microglia and microglia exposed to 5 µM MRS2578. Symbols represent different donors. n=7, paired t-test on log-transformed data, *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001. **(C)** Biological processes associated with upregulated differentially expressed genes in uLPS exposed microglia in the presence of P2RY6 antagonist. FDR = false discovery rate. **(D)** mRNA expression levels measured by RT-PCR of heat shock protein genes in homeostatic BMDM and BMDM exposed to 5 µM MRS2578, either in the absence or presence of 10 ng/mL uLPS. Symbols represent different donors. n=4, paired t-test on log-transformed data, ns, not statistically significant, *p < 0.05, **p < 0.01, ***p < 0.005.

Finally, we questioned whether the amplification of pro-inflammatory responses and the inhibition of HSP expression levels by P2RY6-mediated signaling were related. If this were the case, one might expect that exposure of BMDM to P2RY6 antagonist might induce HSP expression levels to a lesser extent, as the pro-inflammatory effects of P2RY6-mediated signaling were much less pronounced in this cell type. We however observed that inhibition of P2RY6-mediated signaling in BMDM induced the expression levels of HSP genes to a similar extent as in microglia, both under homeostatic conditions as well as after TLR4 engagement (**Figure 4D**).

## Discussion

There is ample evidence for the involvement of P2RY6-mediated signaling in a broad range of central nervous system (CNS) disorders [reviewed in (36)]. While the role of microglial P2RY6 as an essential regulator of phagocytosis in the brain has been widely acknowledged (37, 38), P2RY6-mediated signaling in microglia can also affect cytokine and chemokine production (16, 20). In the present study we demonstrate that P2RY6-mediated signaling broadly amplifies TLR-induced pro-inflammatory signaling in microglia in particular. Modeling predicts that the transcription factors NFAT, IRFs and NF-κB are involved. Furthermore, we describe for the first time a prominent role for P2RY6-mediated signaling in the regulation of HSP gene expression levels.

Engagement of TLRs induced the mRNA expression levels and protein production of multiple pro-inflammatory cytokines and chemokines in both BMDM and microglia. When directly compared to BMDM, we find that in microglia P2RY6-mediated signaling is much more broadly involved in TLR-induced pro-inflammatory cytokine production. These cell type-specific differences are not attributable to differences in P2RY6 mRNA expression levels between BMDM and microglia, as these were comparable. Possibly, differences in P2RY6-mediated responses between different macrophage populations might rather be associated with tissue-specific adaptations of regulatory circuits. Alternatively, microglia might release higher levels of UDP upon TLR exposure when compared to BMDM, resulting in enhanced P2RY6-mediated signaling. Differences in innate immune responses between macrophage populations, including BMDM and microglia has been reported earlier (14, 39) and the impact of ‘nature and nurture’ on BMDM and microglia innate immune responses has been the subject of many studies (40, 41). Our data show that, particularly in the CNS, P2RY6-mediated signaling in microglia most likely amplifies pro-inflammatory responses during inflammation.

The prominent contribution of P2RY6 to pro-inflammatory signaling was further characterized in microglia that were exposed to the TLR4 agonist uLPS and to escalating concentrations of P2RY6 antagonist MRS2578. MRS2578 is a selective -yet not entirely specific- antagonist of P2RY6, but the concentrations used in this study were well below reported IC_50_ values for other P2Y receptors. Whereas TLR4-induced IL-6, IL-12p40 and IL-1α responses were inhibited in the presence of P2RY6 antagonist, IL-8 and TNF-α responses were unaffected. This contrasts with data from a recent study. When mice microglia were exposed to a TLR2/4 agonist in the presence of P2RY6 antagonist, MIP-2 (the murine equivalent of human IL-8) and TNF-α were inhibited. Differences in species, P2RY6 protein-coding sequences (88% overlap between rhesus macaque and mouse), TLR agonists used or differences in sampling timepoints might have been responsible for these discrepant findings. We confirmed the involvement of P2RY6 in TLR4-induced IL-12p40 responses by silencing of P2RY6 gene expression with P2RY6-targeting siRNAs. Although this also affected TLR4-induced IL-1α and IL-6 responses, this was not significant. Transcriptome analysis revealed that the overall contribution of P2RY6-mediated signaling to TLR4-induced responses was of pro-inflammatory nature, as multiple pro-inflammatory cytokines, chemokines and receptors were downregulated in the presence of P2RY6 antagonist. Whether P2RY6-mediated signaling also affected baseline levels of these target genes could not be concluded, as data from unexposed microglia is lacking. Transcription factor target analysis predicted the implication of NF-κB as a target of P2RY6-mediated signaling, which is supported by the notion that the promoter regions of IL-1α, IL-6 and IL-12p40 all share binding sites for NF-κB. Furthermore, NFAT and IRFs were also predicted to be affected by P2RY6-mediated signaling, warranting further detailed biochemical investigations.

Striking was the strong induction of HSP genes in the presence of P2RY6 antagonist, both in uLPS-exposed and in homeostatic microglia. HSPs are a large family of molecular chaperones that are induced by various stressors to provide protection against cellular damage by aiding the folding and assembly of proteins and to prevent protein aggregation (42, 43). The upregulation of multiple HSPs suggests that ablation of P2RY6-mediated signaling induces a stress response in microglia. Since exposure to DMSO (as a solvent control) did not induce the expression of HSP (data not shown), the effect is directly attributable to exposure to the P2RY6 antagonist MRS2578. Noteworthy is that we could not find evidence for MRS2578-induced apoptosis. Although MRS2578 is a potent inhibitor of P2RY6-mediated signaling, it should be tested whether MRS2578 has any off-target effects on microglia to further confirm and elucidate our findings.

HSPs have both pro- and anti-inflammatory effects depending on the cellular location of HSPs and the activation state of the cell [reviewed in (43, 44)]. One could speculate that P2RY6-mediated signaling modulates pro-inflammatory cytokine responses *via* the regulation of HSPs. However, as HSPs were also upregulated in BMDM in the presence of P2RY6 antagonist – and P2RY6-mediated signaling had little effects on TLR-induced pro-inflammatory cytokine responses in this cell type – we have no data to support this hypothesis.

HSPs, including HSP90AA1, HSPA8 and DNAJB1 (all upregulated in the presence of P2RY6 antagonist) are key players in chaperone-mediated autophagy (CMA), a form of autophagy that is impaired in aging and neurodegenerative diseases (45). This suggests that P2RY6-mediated signaling is involved in CMA activity. Functional assays to measure CMA activity are needed to confirm this, but technical limitations associated with the use of primary cells render such assays very challenging (46).

Taken together, our data suggest that during homeostasis, tonic P2RY6-mediated signaling is a requirement for healthy microglia. Although the protocol and culture medium we used in this study have been characterized extensively to yield microglia that we would characterize as ‘neutral’, it should be taken into account that *in vitro* models for microglia always affect their phenotype and modeling homeostatic microglia remains a major challenge. Our data further suggests that under inflammatory conditions, P2RY6-mediated signaling amplifies TLR-induced pro-inflammatory responses supporting the idea that upregulation of P2RY6, as amongst others seen in neurodegenerative diseases, including AD and PD (16, 47), might be partly responsible for excessive neuroinflammatory responses. In accordance with that idea, previous studies have shown that blocking of P2RY6 is beneficial in models of AD, PD and ischemic stroke (16, 18, 19, 38). Based on our data and published literature, we propose that blocking of P2RY6-mediated signaling can indeed reduce neuroinflammation and might induce HSP expression and CMA activity (**Figure 5**), which are all considered advantageous during neurodegenerative diseases (49–52). As P2RY6 is involved in multiple physiological and pathological cell functions, it should be noted that blocking of P2RY6-mediated signaling may induce both protective and harmful responses depending on the timing, dose and cellular target. Therefore, future research is pivotal to gain further insight in the diverse roles of P2RY6 during neuroinflammatory and neurodegenerative diseases and to determine how and in which context this pathway can be targeted.

**Figure 5:**
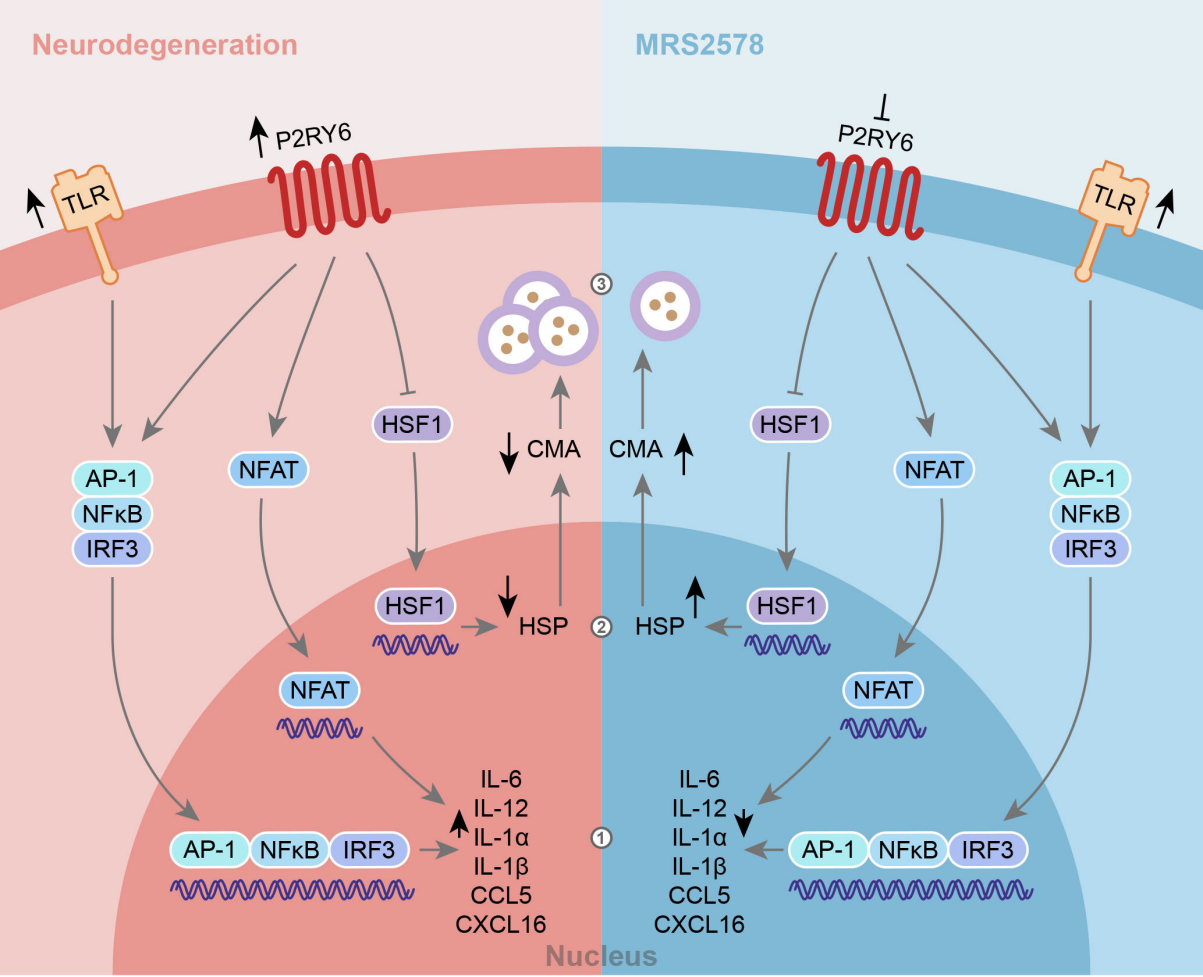
Schematic model of the contribution of P2RY6-mediated signaling during neuroinflammation. During neurodegeneration, TLRs and P2RY6 are described to be upregulated (16, 47, 48). The upregulation of both TLRs and P2RY6 may contribute to 1) chronic neuroinflammation, 2) downregulation of HSP, and 3) autophagosome accumulation due to impaired chaperone-mediated autophagy (CMA) processes, which are all hallmarks of neurodegenerative diseases. Our data show that blocking of P2RY6 with P2RY6 antagonist MRS2578 can 1) reduce the expression of pro-inflammatory cytokines and chemokines and 2) induce the expression of HSPs, which 3) may lead to increased CMA activity.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE195866.

## Ethics statement

Brain tissue and bone marrow were obtained from adult rhesus macaques (Macaca mulatta) of either sex without neurological disease that became available from the outbred breeding colony or from other studies (all studies were ethically reviewed and approved by the Ministry of Agriculture, Nature and Food Quality of the Netherlands). No animals were sacrificed for the exclusive purpose of the initiation of primary cell cultures. Better use of experimental animals contributes to the priority 3Rs program of the Biomedical Primate Research Centre.

## Author contributions

Conceptualization, RT and JB. Experimental work, RT and EZ-S. Data analysis, RT, EZ-S, and JB. Manuscript, RT and JB. All authors contributed to the article and approved the submitted version.

## Funding

This study was performed using internal funding only.

## Acknowledgments

We thank E. Remarque for help with the statistical analyses, F. van Hassel for help with the graphical representations of the research, T. Haaksma and I. Kondova for help with the obductions and preparation of CNS material, and H. van Noort and B. ‘t Hart for critical feedback on the manuscript.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: P2Y6 receptor-mediated signaling amplifies TLR-induced pro-inflammatory responses in microglia
**Source:** Front Immunol. 2022 Sep 20;13:967951. doi: 10.3389/fimmu.2022.967951
**Supplement:** Supplementary file 1

Supplementary Material

P2Y6 receptor-mediated signaling amplifies TLR-induced pro-inflammatory responses in microglia

Raissa Timmerman^1^, Ella A. Zuiderwijk-Sick^1^, Jeffrey J. Bajramovic^1, *^

**Fig. S1 Effects of MRS2578 on the viability of bone marrow-derived macrophages and microglia.** Bone marrow-derived macrophages (BMDM) and microglia were pre-incubated for 1 h with 0.2, 1, 5 or 25 µM MRS2578. Subsequently cells were stimulated with 10 µg/mL TLR4 agonist uLPS for 16 h. DMSO and unstimulated conditions were also included as a control. **A)** Images showing Hoechst+ and ethidium homodimer-1 (EthD-1)+ BMDM and microglia exposed to DMSO, 5 µM MRS2578 or 25 µM MRS2578 in the absence or presence of 16 h exposure to 10 µg/mL uLPS. Scale bars are 25 µm **B)** Cell viability was analyzed in 25 random fields of view. EthD-1+ nuclei were normalized to the number of Hoechst+ cells (n=1).

**Fig. S2 P2RY6 mRNA expression levels in microglia and BMDM.** P2RY6 mRNA expression levels in primary microglia and bone marrow-derived macrophages were normalized to housekeeping gene ACTB. Symbols represent different donors, n=5, paired t-test on log-transformed data.

**Fig. S3 Fold change cytokine gene expression after uLPS stimulation.** Microglia were stimulated with 10 µg/mL uLPS. After 16 h incubation the gene expression of IL-6, IL-8, IL-12p40, TNF-α and IL-1α was analyzed. The graph shows the fold change gene expression after uLPS stimulation normalized to its unstimulated control. Gene expression was normalized to ACTB. n=5, each symbol represents a donor.

**Fig. S4 P2RY6 silencing in primary microglia.** Primary microglia were transfected with either 72 nM non-targeting control siRNA (siNT) or 72 nM P2RY6-targeting siRNAs (siP2RY6). 40 h after transfection, P2RY6 mRNA levels were analyzed. P2RY6 expression levels were normalized to ACTB. Each symbol represents a donor. n=5, paired t-test on log-transformed data, * p < 0.05, **** p < 0.001.

**Fig. S5 Evaluation of apoptosis by use of TUNEL assay. A)** Images showing DAPI+ and TUNEL+ microglia exposed to DMSO or 5 µM MRS2578, in the absence or presence of 10 µg/mL uLPS. DNase I treatment was included in the TUNEL assay protocol as positive control (upper panels). White arrows indicate TUNEL+/DAPI+ microglia. Scale bars are 50 µm. **B)** Apoptosis was analyzed in 50 random fields of view from two technical replicates in total. TUNEL+ nuclei were normalized to the number of DAPI+ cells. Symbols represent different donors, n=3, one-way ANOVA.

| **IL-6** | **BMDM** | | **Microglia** | |
| --- | --- | --- | --- | --- |
|  | LogFC | SD | LogFC | SD |
| TLR1/2 | 0,09791423 | 1,14735583 | *-0,9316018* | *0,3978378* |
| TLR2/4 | -0,1022535 | 0,24505571 | -0,6856904 | 0,49332544 |
| TLR4 | -0,2839329 | 0,28119094 | *-0,9622986* | *0,353432* |
| TLR5 | -0,2367002 | 0,3085705 | -1,9566037 | 1,58541367 |
| TLR8 | *-0,2053414* | *0,0451123* | *-0,8028271* | *0,437632* |
|  |  |  |  |  |
| **IL-8** | **BMDM** | | **Microglia** | |
|  | LogFC | SD | LogFC | SD |
| TLR1/2 | 0,88063173 | 1,03529491 | *-0,4312042* | *0,1057365* |
| TLR2/4 | 0,74541259 | 0,29120097 | *-0,4653554* | *0,2019728* |
| TLR4 | *0,1979982* | *0,3466912* | -0,717875 | 0,76932858 |
| TLR5 | -0,0834408 | 0,19636463 | *-0,5240429* | *0,3065974* |
| TLR8 | -0,1039932 | 0,0475027 | *-0,6457286* | *0,2228286* |
|  |  |  |  |  |
| **IL-12p40** | **BMDM** | | **Microglia** | |
|  | LogFC | SD | LogFC | SD |
| TLR1/2 | -1,2139681 | 1,26949067 | *-2,5474273* | *1,6742343* |
| TLR2/4 | -0,1139073 | 0,29014978 | *-1,7964967* | *0,3912375* |
| TLR4 | 0,00396496 | 0,33236835 | *-1,5806403* | *0,4409508* |
| TLR5 | *-0,5793699* | *0,2852369* | *-1,5779896* | *0,6216272* |
| TLR8 | -0,4155901 | 0,39706591 | *-1,5807464* | *0,6228426* |
|  |  |  |  |  |
| **TNF-⍺** | **BMDM** | | **Microglia** | |
|  | LogFC | SD | LogFC | SD |
| TLR1/2 | -0,297644 | 1,32440258 | -0,7946214 | 1,35620328 |
| TLR2/4 | -0,2985793 | 0,57218531 | -1,0833412 | 2,08604117 |
| TLR4 | -0,652677 | 0,92778218 | -1,698678 | 2,51624274 |
| TLR5 | -0,2289576 | 1,19329679 | *-1,3441206* | *0,3835932* |
| TLR8 | 0,35582761 | 1,85515577 | *-1,5533014* | *0,7557958* |

**Table S1.** Mean log2 fold change (LogFC) cytokine production values of bone marrow-derived macrophages (BMDM) and microglia exposed several TLR agonists, in the presence versus absence of P2RY6 antagonist MRS2578 (raw data are presented in **Fig 1A** and **Fig 1B**). Positive values refer to an upregulation of the cytokine production in combination with P2RY6 antagonist, whereas negative values refer to a downregulation of the cytokine production in combination with P2RY6 antagonist. Values in italic represent values that are statistically significant in the presence of P2RY6 antagonist.

**Table S2.** Cytokine mRNA expression levels normalized to ACTB. Microglia were exposed to different TLR ligands for 16 h, with or without 1 h pre-incubation of the P2RY6 antagonist MRS2578 (5 µM). TLR ligands used are 1 µg/mL Pam_3_CSK_4_ (TLR1/2), 10 ng/mL LPS (TLR2/4), 10 ng/mL uLPS (TLR4), 100 ng/mL Flagellin (TLR5) and 1 µg/mL CL075 (TLR8).

|  | **R07110** | | **R14143** | | **R12016** | | **R02046** | | **R02008** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **IL-6** | pg/mL | SD | pg/mL | SD | pg/mL | SD | pg/mL | SD | pg/mL | SD |
| (-) | 452 | - | 513 | 11 | bd | bd | bd | bd | 84 | 118 |
| 5 µM MRS2578 | 489 | 109 | 157 | - | bd | bd | bd | bd | bd | bd |
| 10 ug/mL uLPS | 3520 | 523 | 2055 | 541 | 10596 | 869 | 2216 | 587 | 1481 | 787 |
| 5 µM MRS2578 + uLPS | 1756 | 387 | 1587 | 541 | 2185 | 663 | 910 | 168 | 144 | 78 |
| 1 µM MRS2578 + uLPS | 2598 | 142 | 1868 | 251 | 8376 | 147 | 1914 | 712 | 1888 | 338 |
| 0.2 µM MRS2578 + uLPS | 3127 | 63 | 2219 | 90 | 8642 | 213 | 2249 | 1217 | 1075 | 622 |
| **IL-8** |  |  |  |  |  |  |  |  |  |  |
| (-) | 19461 | - | 50277 | 18472 | 3151 | 602 | bd | bd | 98747 | 28861 |
| 5 µM MRS2578 | 19760 | 27945 | 114005 | 52059 | 14790 | 2208 | bd | bd | 121840 | 28101 |
| 10 ug/mL uLPS | 186077 | 45736 | 256898 | 96282 | 237774 | 12445 | 143980 | 8400 | 283492 | 107849 |
| 5 µM MRS2578 + uLPS | 144730 | 10420 | 289158 | 108317 | 73410 | 29306 | 102730 | 49935 | 184675 | 30380 |
| 1 µM MRS2578 + uLPS | 188124 | 2894 | 330719 | 57937 | 220600 | 12645 | 230110 | 63003 | 449440 | 6835 |
| 0.2 µM MRS2578 + uLPS | 201428 | 3763 | 305387 | 51779 | 225851 | 21678 | 250240 | 18667 | 352771 | 111647 |
| **IL-12p40** |  |  |  |  |  |  |  |  |  |  |
| (-) | bd | bd | bd | bd | bd | bd | 86 | 31 | 52 | 7 |
| 5 µM MRS2578 | bd | bd | bd | bd | bd | bd | 74 | 3 | bd | bd |
| 10 ug/mL uLPS | 680 | 83 | 2396 | 584 | 10153 | 997 | 2471 | 224 | 304 | 35 |
| 5 µM MRS2578 + uLPS | 302 | 261 | 1796 | 1165 | 1453 | 44 | 1337 | 332 | 78 | 14 |
| 1 µM MRS2578 + uLPS | 456 | 7 | 2254 | 350 | 9125 | 1244 | 2578 | 267 | 507 | 95 |
| 0.2 µM MRS2578 + uLPS | 961 | 64 | 1670 | 960 | 8194 | 970 | 1407 | 17 | 467 | 117 |
| **TNF-α** |  |  |  |  |  |  |  |  |  |  |
| (-) | bd | bd | bd | bd | 113 | 160 | bd | bd | bd | bd |
| 5 µM MRS2578 | bd | bd | bd | bd | bd | bd | bd | bd | bd | bd |
| 10 ug/mL uLPS | 419 | 136 | 1313 | 416 | 7928 | 1406 | 165 | 161 | 494 | 418 |
| 5 µM MRS2578 + uLPS | 408 | 193 | 1262 | 927 | 791 | 76 | 440 | 57 | 65 | 0 |
| 1 µM MRS2578 + uLPS | 281 | 33 | 1573 | 189 | 4292 | 1207 | 214 | 294 | 504 | 106 |
| 0.2 µM MRS2578 + uLPS | 560 | 59 | 693 | 508 | 4326 | 95 | 318 | 36 | 684 | 159 |

**Table S3.** IL-6, IL-8, IL-12p40 and TNF-α levels in picograms per milliliter per donor. The detection limits for IL-6, IL-12p40 and TNF-α were 8 pg/mL, the detection limit for IL-8 was 31 pg/mL. bd = below detection, nd = no data, - = no SD due to 1 measurement.

| **P2RY6/ACTB** | **R01085** | **R06050** | **R14143** | **R15150** | **R06054** |
| --- | --- | --- | --- | --- | --- |
| (-) | 0,002074117 | 0,003942705 | 0,001432201 | 0,001249353 | 0,005158663 |
| 72 nM siNT | 0,001648237 | 0,002442381 | 0,001300708 | 0,000634292 | 0,003631725 |
| 72 nM siP2RY6 | 0,000214067 | 0,000228962 | 0,000078663 | 0,000073152 | 0,000570325 |
| **IL-6/ACTB** | **R01085** | **R06050** | **R14143** | **R15150** | **R06054** |
| (-) | 0,000025281 | 0,000065677 | 0,000012724 | 0,000039156 | 0,000143823 |
| (-) + uLPS | 0,017661622 | 0,009952204 | 0,085580582 | 0,029290366 | 0,016208134 |
| 72 nM siNT + uLPS | 0,011331460 | 0,014389294 | 0,550316899 | 0,039067413 | 0,013647038 |
| 72 nM siP2RY6 + uLPS | 0,007886920 | 0,002817470 | 0,028615537 | 0,016457138 | 0,009726473 |
| **IL-12p40/ACTB** | **R01085** | **R06050** | **R14143** | **R15150** | **R06054** |
| (-) | 0,001737157 | 0,000728342 | 0,000085712 | 0,000408871 | 0,000181550 |
| (-) + uLPS | 0,026604241 | 0,028845215 | 0,057045250 | 0,058016014 | 0,037350047 |
| 72 nM siNT + uLPS | 0,015142563 | 0,019957635 | 0,110589963 | 0,063076055 | 0,035672200 |
| 72 nM siP2RY6 + uLPS | 0,010763012 | 0,008455282 | 0,043292286 | 0,039226616 | 0,021020553 |
| **IL-1α/ACTB** | **R01085** | **R06050** | **R14143** | **R15150** | **R06054** |
| (-) | 0,000043445 | 0,000049981 | 0,000011743 | 0,000070075 | 0,000010360 |
| (-) + uLPS | 0,035587229 | 0,121438298 | 0,107656972 | 0,096557961 | 0,075797481 |
| 72 nM siNT + uLPS | 0,037694923 | 0,089814780 | 0,131282181 | 0,046911438 | 0,029931014 |
| 72 nM siP2RY6 + uLPS | 0,033539940 | 0,045640298 | 0,038851538 | 0,036757301 | 0,028843083 |

**Table S4.** P2RY6, IL-6, IL-12p40 and IL-1α mRNA expression levels normalized to ACTB. Microglia were untransfected (-), transfected with 72 nM non-targeting control siRNA (siNT) or transfected with 72 nM P2RY6-targeting siRNAs (siP2RY6). 24 h after transfection, microglia were stimulated with 10 µg/mL uLPS and mRNA expression levels were analyzed after 16 h.

|  | **siP2RY6 transfected microglia vs.**  **Untransfected microglia** | | **siP2RY6 transfected microglia vs.**  **siNT transfected microglia** | |
| --- | --- | --- | --- | --- |
|  | LogFC | SD | LogFC | SD |
| **IL-6** | *-1,226525167* | *0,468516752* | -1,775313365 | 1,584055946 |
| **IL-12p40** | *-0,973581375* | *0,562253274* | *-0,906568382* | *0,371105356* |
| **IL-1α** | *-1,151001989* | *0,596477388* | -0,661417347 | 0,708394675 |

**Table S5.** Mean log2 fold change (LogFC) cytokine mRNA expression values of microglia transfected with P2RY6-targeting siRNAs (siP2RY6) versus untransfected microglia, and versus microglia transfected with non-targeting control siRNAs (siNT) (raw data are presented in **Fig 2C**). The negative values refer to a downregulation of the cytokine mRNA expression levels in microglia transfected with P2RY6-targeting siRNAs. Values in italic represent values that are statistically significant.

**Table S6.** Excel file with the Ensemble IDs, log fold changes (LogFC), false discovery rates (FDR), gene names, counts per million (CPMs) values and log CPM values of the 302 differentially expressed genes (FDR < 0.05) between 10 µg/mL uLPS and 10 µg/mL uLPS + 5 µM P2RY6 antagonist MRS2578 stimulated microglia.

**Table S7.** Excel file with the differentially expressed genes (DEG) associated with the biological processes displayed in Fig. 3C

**Table S8.** Excel file with the differentially expressed genes (DEG) associated with the transcription factor targets displayed in Fig. 3E

**Table S9.** Excel file with the differentially expressed genes (DEG) associated with the pathways displayed in Fig. 3F

How the deposited data were processed for this re-analysis (not part of the article)

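RNA was measured in 8 libraries of primary rhesus macaque microglia, from 4 donors with uLPS alone and with uLPS after pre-incubation with MRS2578. The authors trimmed the reads with fastp (version 0.20), aligned them to Mmul_10 with STAR (version 2.5.4), sorted them with SAMtools (version 1.10) and counted reads per gene with HTSeq (version 0.11.0), using only unique reads within exons. The deposited values are these whole-number counts for 35432 Ensembl genes, without normalization. The strand setting of the counting and the annotation release are not named in the paper's text, so overlapping genes on opposite strands, and near-identical copies such as those of heat shock protein genes, have uncertain counts. Reads that map to more than one place were not counted, which lowers such copies.

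Conditions and donors were taken from the sample labels, and the paper's doses and times were used. The labels give no sequencing batch. No pair of libraries was a duplicate: the chi-square statistic per degree of freedom of their counts over genes was at least 23.7, the value for the libraries of R02046. The counts of 7 Y-linked genes summed to between 5295 and 12931 in the libraries of the males and to 0 in those of the females, which matches the listed sexes and has no bearing on the conditions. The libraries of R02046 carry opposite conditions in the labels and in Table S6, as described with the data. The labels were kept as the main assignment because it was fixed before the data were examined, and the Table S6 assignment was recomputed in full beside it.

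Total counts per library ran from 9231109 to 32790348, with a median of 18485690.5 with uLPS and 16439274.5 with MRS2578. A gene with 3 counts, the upper limit that a count of 0 allows, is at 0.325 CPM in the smallest library and 0.0915 CPM in the largest. This limit covers counting error only.

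The counts were analysed in R (version 4.3.3) with edgeR (version 4.0.16), limma (version 3.58.1) and DESeq2 (version 1.42.0). Genes were kept by edgeR's filterByExpr on the conditions, with its minimum count of 10. Libraries were scaled by TMM, and the effect of MRS2578 was tested with edgeR's quasi-likelihood F-test with the donor as a block and Benjamini-Hochberg adjustment, at an adjusted p of 0.05. SE is the standard error implied by the test statistic. CPM values are TMM-scaled, and log2 CPM values have a prior count of 2. The donor is a block because the libraries of one donor come from one animal. The deviations of a donor's libraries from the condition means correlated across genes at 0.602 in R07110, 0.552 in R12016, 0.458 in R02046 and 0.562 in R14143. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, and again with fry and with an estimated correlation. The lists cover heat shock, unfolded protein response, NRF2 target, interferon-stimulated, cytokine and chemokine, NF-kB and Toll-like receptor genes, and they were written after Table S6 had been read. Lists of markers of microglia, oligodendrocytes, astrocytes, endothelial and mural cells and lymphocytes, and of immediate early genes, were only described. The sex by treatment interaction was tested in the same model. The 24 matchings of libraries between conditions gave an exact permutation test of the pairing by donor.

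On counts simulated from the real means and library sizes, with 200 genes changed 3-fold at a dispersion of 0.05, the quasi-likelihood test called 205 of 12043 genes and recovered 199 of the 200. With no changed gene it called 0 of 12034. The changed genes were well counted and changed alike in every donor, at 1 dispersion for all genes. In the real libraries the donors differed, with HSPB1 at 4.37 in R07110 and 0.51 in R14143 on the log2 scale. The median of the immune response genes of Table S7 was only -0.46 with the deposited labels. The recovery therefore does not give the power for the real changes, and a count of 0 does not show that no gene changed. In the simulated sex by treatment interaction, 10 of 100 changed genes were recovered among 12037, so this test misses most changes of that size.

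The alternatives set before the data were examined were DESeq2's size factors, DESeq2's Wald test, edgeR's likelihood ratio test, edgeR's earlier quasi-likelihood estimation, no filter on low counts, at least 10 counts in every library, no donor block, each donor left out in turn, a prior count of 0.25 for the log2 CPM, and CPM from other scalings. Exchanges of libraries within donors and further fits tried during exploration aside, 49 fits of the MRS2578 effect were kept, 25 without and 24 with the Table S6 assignment. Of these, 37 were added after the data were examined, and many of them were set beside Table S6 in search of the setting behind it.

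The genes named are every gene that the paper names for the transcriptome or the cytokines it measured, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a symbol, a mean CPM of at least 1 in each condition and the same direction in all 4 donors. Gene positions come from the NCBI annotation of Mmul_10. The gene ontology, transcription factor target and Reactome enrichments were not rerun, because their gene set database is not used here. RT-PCR, ELISA, siRNA and TUNEL measurements were not analysed here.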

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

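The tests that exchange libraries within donors, the 2 tests on R02046, the test on the share of the abundant genes and the reading of the 23 heat shock genes as a set were chosen after the results were seen, and the tests that thin the libraries, leave abundant genes out of the library size or pair the donors before.

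In 107 groups of 4 values, covering the total counts and the log2 CPM and within-donor differences of the named genes with the deposited labels, 8 had 1 value far from the rest, where about 5.35 come by chance. The gap of that value to its neighbour, as a share of the range, was 0.861 for IL6 and 0.860 for TNFAIP6 with MRS2578, where R14143 was highest, at 7.16 log2 CPM for IL6 against at most 6.53 in the other donors. It was 0.898 for DNAJB1, 0.918 for HSPD1, 0.844 for HSPH1 and 0.987 for RRAD with uLPS, where R02046 was highest. It was 0.893 for the difference of CLEC4E and 0.908 for that of ISLR, where R02046 went against the other donors. RRAD, CLEC4E, TNFAIP6 and ISLR were named because all 4 donors changed alike with the R02046 libraries as in Table S6, so with the deposited labels R02046 must oppose the others there, and these genes say nothing about the labels. DNAJB1, HSPD1 and HSPH1 were named by the paper. They are in Table S6, which has the R02046 conditions opposite to the labels, so they are not independent evidence on the labels either.

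For R02046, a candidate explanation is that its 2 libraries carry each other's labels, in the deposited records or in Table S6. Across genes, which are not independent replicates, the correlation of the R02046 difference as labelled with the mean of the other 3 donors was -0.278, and it is 0.278 after the exchange. By donor, the correlation of R02046 as labelled was -0.305 with R07110, -0.251 with R12016 and -0.0215 with R14143, and it is 0.305, 0.251 and 0.0215 after the exchange. Among the other donors it was 0.64 between R07110 and R12016, 0.04 between R07110 and R14143 and -0.01 between R12016 and R14143.

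A second candidate explanation is an animal that responds to MRS2578 in the opposite way to the other 3, and the paper's own measurements of R02046 bear on it. In Table S3, at the same doses, 3 of 4 cytokine proteins of R02046 were lower with MRS2578. IL-6 went from 2216 pg/mL (SD 587) to 910 (SD 168) and IL-12p40 from 2471 (SD 224) to 1337 (SD 332), both lower as in the other 3 donors and by more than the summed SDs. IL-8 went from 143980 (SD 8400) to 102730 (SD 49935), within the summed SDs, and TNF-alpha rose from 165 (SD 161) to 440 (SD 57). The log2 differences of the transcripts in the R02046 libraries as labelled were 0.36 for IL6, 1.08 for IL12B, 0.10 for CXCL8 and 0.26 for TNF, and exchanging the libraries turns each sign. In Table S2, by RT-PCR at a lower dose of uLPS, the log2 ratios of R02046 were -0.15 for IL-6, -1.58 for IL-12p40, -0.43 for TNF-alpha, -0.95 for IL-1alpha and 0.02 for IL-8, so 4 of 5 were lower with MRS2578. Fig. 2B, by RT-PCR at the same doses as the libraries, draws R02046 below uLPS alone for all 5. These values argue against an opposite response of IL-6 and IL-12p40 in this animal, and the TNF-alpha protein alone goes the way of the labels beyond its summed SDs. The 2 explanations still cannot be told apart across genes, because these are a few cytokines of 1 animal by other assays, the SDs are over replicate measurements, and the paper does not say that they come from the cultures that were sequenced. The deposited labels were kept as the main assignment.

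The effect of MRS2578 differed between the sexes in 12 of 12131 genes with the deposited labels (edgeR's quasi-likelihood test of the interaction, adjusted p under 0.05, 2302 genes at an unadjusted p under 0.05), all with a higher difference in the males. They include the heat shock genes SERPINH1 and DNAJB4, and the stress genes ATF3, GDF15 and PPP1R15A, named here after their values were seen. Under the Table S6 assignment, 8 genes passed, and 1 gene, FLNC, was shared. Besides DNAJB1 and HSPB1 they include the collagen genes COL3A1, COL4A1 and COL4A2, and THBS1, so they were not stress genes alone. Another collagen gene, COL1A1, had log2 differences of 0.76 in R07110, 1.13 in R12016, -1.52 in R14143 and 0.68 in R02046 as labelled. The median log2 difference of the heat shock list was 1.38 in R07110, 1.46 in R12016, 0.33 in R14143 and -0.26 in R02046 as labelled. The male minus female difference of that list had a median of 1.20, with all 23 genes above 0. It was 1.05 under the Table S6 assignment and 0.94 against R14143 alone, with 22 of 23 genes above 0. Library depth was argued against: with all libraries thinned to 9231109 counts the median was 1.104, all 23 genes stayed above 0, and 12 genes passed the interaction test as before. Leaving the 10 most abundant genes out of the library size gave 1.19, but this hardly moves the TMM scaling and tests nothing. Those 10 genes, none of them on the list, took 9.08% to 11.5% of the counts. The change of that share between conditions can shift all other genes, male less female, by 0.0148, and all 23 differences were larger, which argues against a few abundant genes as the cause. The rule written beforehand, a fall to 0 or by more than the spread over genes, could only be met by a fall to 0 or below, since that SD was 1.69, so the 23 genes were read as a set instead. Of the 3 ways to pair the 4 donors, 1, the pairing by sex, gave as many interaction genes, and the others gave 0. With 3 pairings the share cannot fall below 0.05, so a sex difference and a difference between donors unrelated to sex cannot be told apart. With 2 animals of each sex, sex is one of several open explanations. Age, which also differs between the animals, and the cell content of the cultures were not tested.

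Interferon-stimulated genes, which the paper does not discuss as a group, had a median log2 fold change of -0.41 with the deposited labels, with all 29 genes lowered (camera adjusted p = 7.31e-14, fry adjusted p = 0.502). With the Table S6 assignment its median was -0.53. With a donor left out it was -0.28 without R12016, -0.29 without R07110, -0.45 without R14143 and -0.65 without R02046, with all 29 lowered each time. Of the 31 genes of the list as written, 12 are in Table S6. Of the 8 ways of exchanging the libraries within donors, 2 gave a camera p as small as with the deposited labels, and 8 ways cannot give a share under 0.05. The shared direction of 29 genes in few donors may reflect their coregulation, which fry and an estimated correlation (adjusted p = 0.478) allow for and camera at 0.01 does not. No biological explanation was tested.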

How the results depend on the processing

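The assignment of the 2 R02046 libraries moved the count of genes from 0 to 75 in the quasi-likelihood test, and it was added after the data were examined. With the labels as deposited, the count was 0 in all but 2 of the fits, including those with no replicate block and those that each left out one donor, with 250 to 1670 genes at an unadjusted p under 0.05 over the alternatives set beforehand. DESeq2 gave 1 gene (ENSMMUG00000064873, lowered). The likelihood ratio test gave 5, of which 1 was raised and 4 lowered: ENSMMUG00000064873, C2H3orf18, NCOA7, HSPA12A and LGR4, and 1 of them, LGR4, is in Table S6. These genes were named after their values were seen. The cause was not tested.

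With the R02046 libraries as in Table S6, 75 genes passed (12 raised, 63 lowered, 74 in Table S6). The counts in the same order were 78 (12, 66, 77) with DESeq2's size factors, 583 (156, 427, 279) with DESeq2, 616 (195, 421, 291) with the likelihood ratio test, 39 (4, 35, 39) with edgeR's earlier quasi-likelihood estimation, 30 (10, 20, 29) with no filter on low counts, 32 (1, 31, 32) with at least 10 counts in every library, and 313 (84, 229, 298) with both the earlier estimation and no filter. With no replicate block it was 0, and 709 genes had an unadjusted p under 0.05. With a donor left out it was 0 without R07110, 5 (1, 4, 5) without R12016 and 918 (406, 512, 277) without R14143, so single donors decide the count. The 5 genes without R12016 were HK3, C1QTNF1, IL2RA, TLR2 and CACNA1G. For these fits with a donor left out, the filter on low counts was recomputed over the remaining libraries. With the filter from all 8 libraries, tried during exploration, these 5 genes did not pass, and fewer genes passed without R14143.

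Other filters with the Table S6 assignment gave 103 genes, 100 of them in Table S6, with filterByExpr on the full design, 86 and 84 with genes above 0 counts, 89 and 87 with more than 1 CPM in 2 libraries, and 73 and 73 with more than 1 CPM in 4 libraries. With the earlier estimation they gave 54 and 54, 495 and 302, 43 and 43, and 38 and 38 in the same order. They gave 34 and 34 with at least 10 counts in every library, 46 and 46 with robust dispersions, 299 and 222 with robust dispersions and genes above 0 counts, and 0 with no normalization factors. All of these were tried after the values were seen, and the cause of their spread was not tested. The same settings with the deposited labels gave 0.

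For the gene lists with the deposited labels, other scalings, filters and no replicate block changed no call. With an estimated correlation, the adjusted p was 0.478 for the heat shock, interferon-stimulated and cytokine lists and 0.534 for the NF-kB list. With fry it was 0.502 for the first 3 and 0.524 for NF-kB. These tests allow for correlation between genes, which camera sets at 0.01. Across the 4 fits that each left out one donor, the adjusted p ranged from 0.00283 to 0.619 for the unfolded protein response list, 0.0275 to 0.901 for the NRF2 list, 1.34e-07 to 0.339 for the NF-kB list and 0.00272 to 0.619 for the Toll-like receptor list. Without R12016, the median of the unfolded protein response list turned to -0.01 (adjusted p = 0.339), that of the NRF2 list to -0.01 (adjusted p = 0.901) and that of the Toll-like receptor list to 0.0361 (adjusted p = 0.465). Without R02046, fry gave 0.175 and an estimated correlation 0.374 for each of the heat shock, interferon-stimulated, cytokine and NF-kB lists. With the Table S6 assignment, fry gave 0.0975 and an estimated correlation 0.284 for the same lists, and camera gave 2.77e-04 for the unfolded protein response list and 0.00151 for the Toll-like receptor list.

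The sex by treatment interaction had 12 genes with the deposited labels, 890 with the likelihood ratio test, 6 with no filter on low counts and 0 with no replicate block (692 at an unadjusted p under 0.05). Of the 890 genes, 570 had a higher difference in the males and the rest a lower one, whereas all of the 12 were higher in the males. No fit of the interaction that left out a donor was made, since 1 animal of that donor's sex would be left. The pairing by donor kept its p in all settings. Of 382 comparisons of the log2 fold changes of 35 named genes under the alternatives set beforehand, 377 kept direction and side of the threshold and 1 gained significance. In 4 the direction turned: the log2 fold change of TLR8 to 0.0312 and the log2 fold change of TNF to 0.0273 without R12016, and the log2 fold change of P2RY6 to 0.0133 with no replicate block and to 0.0976 without R07110. With each donor left out, TLR8 ranged from -0.57 to 0.0312, TNF from -0.60 to 0.0273 and P2RY6 from -0.11 to 0.0976. All 140 comparisons of mean CPM under other scalings moved by less than the SD between donors. The TMM factors lay between 0.929 and 1.04, so this outcome was nearly fixed and tests little. With the deposited labels, the smallest adjusted p over all genes was 0.878 in edgeR's quasi-likelihood test. That the fold changes kept their side of the threshold therefore says little either. The smallest library, with 9231109 counts, is one of the R02046 libraries.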

Differences from the paper's values

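The paper reports 302 differentially expressed genes, and its Table S6 lists 81 raised and 221 lowered. As labelled, the counts here were 0, 0 and 0. None of the alternatives set before the data were examined closed these gaps: they gave at most 5 genes, 1 raised and 4 lowered, with the likelihood ratio test. Settings that came near were all chosen after seeing the values and have the R02046 libraries as in Table S6. With edgeR's earlier quasi-likelihood estimation and no filter on low counts, 313 genes passed (84 raised, 229 lowered), of which 298 are in Table S6. Over the Table S6 genes, the correlation of the logarithm of the adjusted p with that of the paper's was 0.998, and the smallest adjusted p was 9.86e-05 against the paper's 1.03e-04. With that estimation and genes above 0 counts, 495 passed, with all 302 among them, and with robust dispersions added 299 passed, with 222 of the 302. The likelihood ratio test gave 616, with 291 of the 302. This match was found by trying settings against Table S6, and the paper's text does not name its filter or its test.

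The paper's FDR values in Table S6 are 0.00655 for CCL5, 0.00588 for CXCL16, 0.00201 for IL6, 0.0104 for IL12B, 0.0390 for IL1A, 1.03e-04 for IL2RA, 0.00264 for IL7R, 0.00859 for IL15RA, 1.16e-04 for TLR2, 0.0422 for TLR8, 0.00728 for CRYAB, 0.00150 for DNAJA4, 0.0101 for DNAJB1, 0.0342 for HSP90AA1, 0.0324 for HSPA5, 0.0101 for HSPB1, 0.0142 for HSPD1, 0.00847 for HSPH1 and 0.0341 for HSPA8. The adjusted p values here with the deposited labels were 0.878 for CCL5, 0.901 for CXCL16, 0.878 for IL6, 0.878 for IL12B, 0.892 for IL1A, 0.878 for IL2RA, 0.881 for IL7R, 0.878 for IL15RA, 0.878 for TLR2, 0.931 for TLR8, 0.901 for CRYAB, 0.879 for DNAJA4, 0.878 for DNAJB1, 0.878 for HSP90AA1, 0.878 for HSPA5, 0.881 for HSPB1, 0.878 for HSPD1, 0.878 for HSPH1 and 0.878 for HSPA8. None of the alternatives set before the data were examined closed a gap. For IL1B and TLR6, Fig. 3D gives FDR values of about 0.064 and about 0.058, read by eye, against 0.901 and 0.899 here, and no alternative set beforehand closed these either.

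With the R02046 libraries as in Table S6, chosen after seeing the values, the earlier estimation with no filter called all 19 of these Table S6 genes, from 9.86e-05 for IL2RA to 0.0413 for TLR8, and gave 0.0666 for IL1B and 0.0564 for TLR6. The likelihood ratio test and the earlier estimation with genes above 0 counts also called all 19, and both called IL1B and TLR6 as well. DESeq2 called 15 and also IL1B and TLR6, and the fit without R14143 called 18 and also TLR6. The quasi-likelihood test called CXCL16, IL2RA and TLR2, as it did with DESeq2's size factors. It called CCL5, IL7R and IL15RA too with filterByExpr on the full design, and CCL5 and IL7R with genes above 0 counts. Robust dispersions with genes above 0 counts called 6, and TLR6. Every other setting with that assignment called at most CXCL16, IL2RA and TLR2.

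The paper's text calls the falls of CCL5, CXCL16, TLR2 and TLR8 significant, and describes IL6, IL12B, IL1A and the IL-2, IL-7 and IL-15 receptor transcripts as lower. Here the directions were the same with the deposited labels and none had an adjusted p under 0.05. Fig. 2B draws IL-6, IL-12p40 and IL-1alpha of R02046 as lower with MRS2578 by RT-PCR, and here the log2 differences of R02046 as labelled were 0.36 for IL6, 1.08 for IL12B and 1.01 for IL1A. In Table S6 the R02046 columns are given the conditions opposite to the deposited labels. The paper's text gives 12 genes for the HSF1 pathways, and its Table S9 lists 13 in sets named for HSF1 or heat stress.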

Other observations

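The motif tests were set before their result was seen, apart from the rule that leaves a motif open when the crude and the GC-matched comparison differ, which was added after the NF-kB values were seen. The tests of exchanged libraries and of NRF2 targets were chosen after the results were seen.

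Exchanging the libraries within donors gives 8 distinct splits that part all 4 pairs. With the deposited labels the count was 0, which all 8 splits reach because no count lies below 0, so this comparison tests nothing. Exchanging R02046 alone, as in Table S6, gave 75 genes, and 1 of the 8 splits, that one, gave as many, with 2 genes for the split that also exchanged R14143 and 0 for the others. With 8 splits the share cannot fall below 1 in 8, so the count of 75 and a chance arrangement of libraries cannot be told apart. A camera p as small as with the deposited labels came in 2 splits for the heat shock list, 6 for the unfolded protein response list, 7 for the NRF2 list, 1 for the cytokine list, 3 for the NF-kB list and 4 for the Toll-like receptor list.

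A candidate explanation for the raised heat shock genes is a reaction of the isothiocyanate groups of MRS2578 with cell proteins, in which case targets of NRF2, which answers to such electrophiles, would rise as well. Their median log2 fold change over the 3 donors without R02046 was 0.0829, with 13 genes raised and 7 lowered. A median near 0 with members in both directions leaves this open. Over all donors as labelled the median was 0.0429 (camera adjusted p = 0.113). The camera adjusted p was 0.0489 without R07110, 0.0275 without R14143, 0.189 without R02046 and 0.901 without R12016, where the median was -0.01. With the R02046 libraries as in Table S6, the camera adjusted p was 0.266. The design has no sample with MRS2578 in cells that lack P2RY6, so an effect through the receptor and an effect of the compound outside it cannot be told apart.

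A hypothesis that lowered genes of Table S6 carry binding motifs near their transcription starts was tested on Mmul_10 within 500 bp of the start of 206 lowered genes and 10329 other tested genes. The NFAT motif was present in 59.2% of lowered and 46.5% of other genes, an odds ratio of 1.67 (Fisher's exact test, two-sided, adjusted p over 3 motifs = 4.59e-04), and in 51.6% of genes matched for GC content (permutation p = 0.0155). The IRF motif was present in 11.7% and 4.75%, an odds ratio of 2.64 (Fisher's exact test, adjusted p = 2.89e-04), and in 6.11% of matched genes (permutation p = 0.00180). The NF-kB motif was present in 23.8% and 21.9%, an odds ratio of 1.11 (Fisher's exact test, adjusted p = 0.552), and in 18.6% of matched genes (permutation p = 0.0355), so the crude and the matched comparison differ and it stays open. Within 2000 bp, the IRF difference held (odds ratio 1.62, adjusted p = 0.00669), and the NF-kB motif was present in 49.0% of lowered and 49.2% of other genes (odds ratio 0.994, adjusted p = 1), with 44.8% of matched genes (permutation p = 0.115). The NFAT motif was there in 97.1% of lowered, 95.4% of other and 96.3% of matched genes (odds ratio 1.61, adjusted p = 0.468), so nearly every gene has it and this window tests nothing for NFAT. IRF motifs, and NFAT motifs within 500 bp, were thus more frequent near these genes. The sequences searched, TGGAAA for NFAT and STTTCRNTTT for IRF, also name sets of Table S8, which the paper drew from the same lowered genes. The comparison is therefore not independent of the paper's own result. The other genes were not limited to immune or uLPS-responsive genes, so the comparison cannot tell genes lowered by MRS2578 from immune genes in general. The motif counts do not show that the factors act there, and the list comes from Table S6, so it carries that table's assignment of R02046.

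For markers of cell types, the median CPM with uLPS was 73.6 for 9 microglia markers, with CSF1R highest at 1248, 34.1 for 4 oligodendrocyte markers, with CNP at 225, 38.1 for 5 astrocyte markers, with GLUL at 187, and 58.6 for 7 endothelial and mural markers, with COL1A1 at 177. Of the lymphocyte markers, CD8A alone was tested, at 27.6 CPM. The median log2 fold changes with the deposited labels were -0.06, -0.48, -0.14, -0.02 and -0.15 in the same order. Several of these genes are also expressed by macrophages. The 15 immediate early genes tested had a median of -0.06 with the deposited labels, 0.39 with the Table S6 assignment and 0.07 without R02046. P2RY6 itself was at 72.1 ± 19.2 CPM with uLPS and 72.8 ± 28.3 CPM with uLPS and MRS2578 (SD, n = 4 donors), a log2 fold change of -0.03 (SE 0.13, adjusted p = 0.986) in edgeR's quasi-likelihood test. CXCL8 had a log2 fold change of -0.46 (SE 0.24, adjusted p = 0.878), TNF of -0.35 (SE 0.30, adjusted p = 0.901) and ACTB of -0.13 (SE 0.17, adjusted p = 0.931) in the same test.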
